# Hematopoietic Stem Cell Gene Therapy for Brain Metastases Using Myeloid Cell–Specific Gene Promoters

**DOI:** 10.1093/jnci/djz181

**Published:** 2019-09-10

**Authors:** Tereza Andreou, Nora Rippaus, Krzysztof Wronski, Jennifer Williams, David Taggart, Stephanie Cherqui, Ashley Sunderland, Yolanda D Kartika, Teklu Egnuni, Rebecca J Brownlie, Ryan K Mathew, Sheri L Holmen, Christopher Fife, Alastair Droop, Mihaela Lorger

## Abstract

**Background:**

Brain metastases (BrM) develop in 20–40% of cancer patients and represent an unmet clinical need. Limited access of drugs into the brain because of the blood-brain barrier is at least partially responsible for therapeutic failure, necessitating improved drug delivery systems.

**Methods:**

Green fluorescent protein (GFP)-transduced murine and nontransduced human hematopoietic stem cells (HSCs) were administered into mice (n = 10 and 3). The HSC progeny in mouse BrM and in patient-derived BrM tissue (n = 6) was characterized by flow cytometry and immunofluorescence. Promoters driving gene expression, specifically within the BrM-infiltrating HSC progeny, were identified through differential gene-expression analysis and subsequent validation of a series of promoter-green fluorescent protein-reporter constructs in mice (n = 5). One of the promoters was used to deliver tumor necrosis factor–related apoptosis-inducing ligand (TRAIL) to BrM in mice (n = 17/21 for TRAIL vs control group).

**Results:**

HSC progeny (consisting mostly of macrophages) efficiently homed to macrometastases (mean [SD] = 37.6% [7.2%] of all infiltrating cells for murine HSC progeny; 27.9% mean [SD] = 27.9% [4.9%] of infiltrating CD45+ hematopoietic cells for human HSC progeny) and micrometastases in mice (19.3–53.3% of all macrophages for murine HSCs). Macrophages were also abundant in patient-derived BrM tissue (mean [SD] = 8.8% [7.8%]). Collectively, this provided a rationale to optimize the delivery of gene therapy to BrM within myeloid cells. MMP14 promoter emerged as the strongest promoter construct capable of limiting gene expression to BrM-infiltrating myeloid cells in mice. TRAIL delivered under MMP14 promoter statistically significantly prolonged survival in mice (mean [SD] = 19.0 [3.4] vs mean [SD] = 15.0 [2.0] days for TRAIL vs control group; two-sided *P* = .006), demonstrating therapeutic and translational potential of our approach.

**Conclusions:**

Our study establishes HSC gene therapy using a myeloid cell–specific promoter as a new strategy to target BrM. This approach, with strong translational value, has potential to overcome the blood-brain barrier, target micrometastases, and control multifocal lesions.

Metastatic brain tumors are the most frequent intracranial tumors. They develop in 20–40% of all cancer patients, and mostly originate from lung cancer, breast cancer, and melanoma (1,2). The median survival time of patients with brain metastases (BrM) is only 4–19 months (1,3). Systemic chemotherapies have had little success in the treatment of BrM (1,2), which is thought to be at least partially because of the blood-brain barrier (BBB) limiting delivery of drugs into the brain (4,5). Despite partial disruption of the BBB in BrM, the vessel permeability in experimental BrM reaches only approximately 15% of that seen in other organs (4). Thus, novel approaches for the effective delivery of drugs to BrM are urgently required.

A handful of studies have explored neuronal and mesenchymal stem cells to deliver gene therapy to BrM in preclinical models (6–9), whereas hematopoietic stem cells (HSCs) have not yet been investigated in this context. We previously observed a substantial homing of macrophages, which are derived from HSCs, to BrM (10). Advantages of HSCs in comparison to other stem cell therapies include the ability to isolate them in large quantities and well-established procedures for their therapeutic use. Recent clinical trials of HSC gene therapy for Wiskott-Aldrich syndrome (11), X-linked severe combined immunodeficiency (12), β-thalassaemia (13), and adrenoleukodystrophy [a severe demyelinating brain disease (14,15)] showed remarkable results. The disadvantage of HSCs in the context of therapies, however, is the wide distribution of their progeny in different tissues, leading to systemic rather than localized delivery of transferred genes and thus potential systemic toxicities. To address this challenge, our goal was to develop a strategy for lentiviral gene transfer into HSCs that would restrict the delivery of transgenes to BrM.

## Methods

### In Vivo BrM Models

Six- to eight-week-old female C57Bl/6J and NSG mice were purchased from Charles River Laboratories, UK. Humanized NSG mice engrafted with human CD34+ cells used in immune cell quantification studies were purchased from JAX. Using stereotaxic apparatus (intracranial implantation model), we injected 1×10^5^ cancer cells into the striatum (16) or into the left internal carotid artery (10,17). Metacam (15 µg) was administered subcutaneously, and an inhalable anaesthetic (Isoflurane) was used during surgery. Bioluminescence imaging was performed using IVIS Spectrum (Perkin Elmer). All surgery and animal care procedures followed recommendations by the University of Leeds Animal Welfare & Ethical Review Committee and were performed under the approved UK Home Office project license in line with the Animal (Scientific Procedures) Act 1986.

### Bone Marrow Reconstitution

Bone marrow was flushed from the long bones of C57Bl/6J or C57Bl/6-Tg(Ubiquitin C [UBC]-green fluorescent protein [GFP])30Scha/J mice (Jackson Laboratories). HSCs were isolated using the Anti-Sca-1 Micro Bead Kit (Miltenyi) and were injected intravenously into lethally irradiated (8.45 Gy) C57Bl/6J mice either immediately (2.5×10^5^ cells) or following transduction with a respective lentiviral vector overnight (multiplicity of infection [MOI] 20–50; 1×10^6^ cells). Human CD34+ bone marrow–derived HSCs (DV Biologics) were transduced with pFUGW (18) (MOI 50) overnight and injected intravenously (2×10^5^ cells) into sublethally irradiated (225 cGy) NSG mice.

### In Vivo Survival Study

HSCs were lentivirally transduced with MMP14: GFP or MMP14: tumor necrosis factor–related apoptosis-inducing ligand (TRAIL) construct (MOI 20) and injected intravenously into lethally irradiated (8.45 Gy) C57Bl/6J mice (6-week-old females). Following bone marrow reconstitution (7 weeks later), 1×10^5^ PyMT cells were injected intracranially. Mice were examined daily for tumor growth–related symptoms, and symptoms were recorded according to the scoring sheet in our Home Office project license. At the onset of morbidity, the mice were culled, and brain tissue isolated for quantitative polymerase chain reaction (qPCR) analysis. Three mice were excluded from statistical analyses of the survival study: one mouse from each group because of non-tumor growth–related symptoms necessitating the animals be euthanized at an early time point and one mouse from the MMP14: GFP group because of failure to initiate tumor growth.

### Microarray Gene–Expression Analysis

Biological replicates used for analysis were as follows: n = 4 for PyMT BrM and the spleens of PyMT BrM-bearing mice; n = 1 for the bone marrow of PyMT BrM-bearing mice; n = 2 for EO771 BrM, naïve spleens, and naïve bone marrow. Toward the experimental endpoint, reduced size of spleens with black areas suggesting cell death was observed in mice with intracranial EO771 tumors. Consequently, we were unable to isolate viable spleen and bone marrow cells from this model despite repeating the experiment three times. Because of these difficulties, spleens and bone marrow isolated from naïve mice were used instead.

### Human Tissue

Human breast cancer BrM tissue and matched blood were obtained from the Leeds General Infirmary, the Leeds Teaching Hospitals Trust. Written informed consent was obtained from each individual under the ethical approval (Ref: 15/YH/0080) of the Leeds Multidisciplinary Research Tissue Bank or under research project ethical approval 18/EM/0159, approved by the Nottingham 1 Research Ethics Committee, UK.

### Statistical Analyses

Data were analyzed using a two-tailed *t* test or one-way analysis of variance with multiple comparisons, as stated in the figure legends (statistical significance cutoff = 0.05). Error bars represent SDs. Statistical significance in the survival study was determined via a two-sided log-rank test using GraphPad Prism 8.

Further methods are provided in the Supplementary Methods (available online).

## Results

### Interaction of Myeloid Cells with BrM

To allow for in vivo detection, PyMT (10,19) and EO771 (20) murine breast cancer cell lines were tagged with Discosoma sp. red fluorescent protein and Firefly luciferase (EO771-DF and PyMT-DF). Both models formed large single lesions following intracranial implantation in C57Bl/6J mice (16) (Figure 1ASupplementary Figure 1A, available online). They also efficiently colonized the brain after administration into the internal carotid artery (10,17), resulting in multiple cancer lesions including micro- (few cells) and macrometastases (Figure 1B; Supplementary Figure 1B, available online), which grew in a close association with vasculature (Supplementary Figure 1C, available online). Thus, our models home to and colonize the brain, mimic multifocal metastatic lesions, and allow for the study of micro- and macrometastases, thereby recapitulating key aspects of the clinical disease.

**Figure 1.**
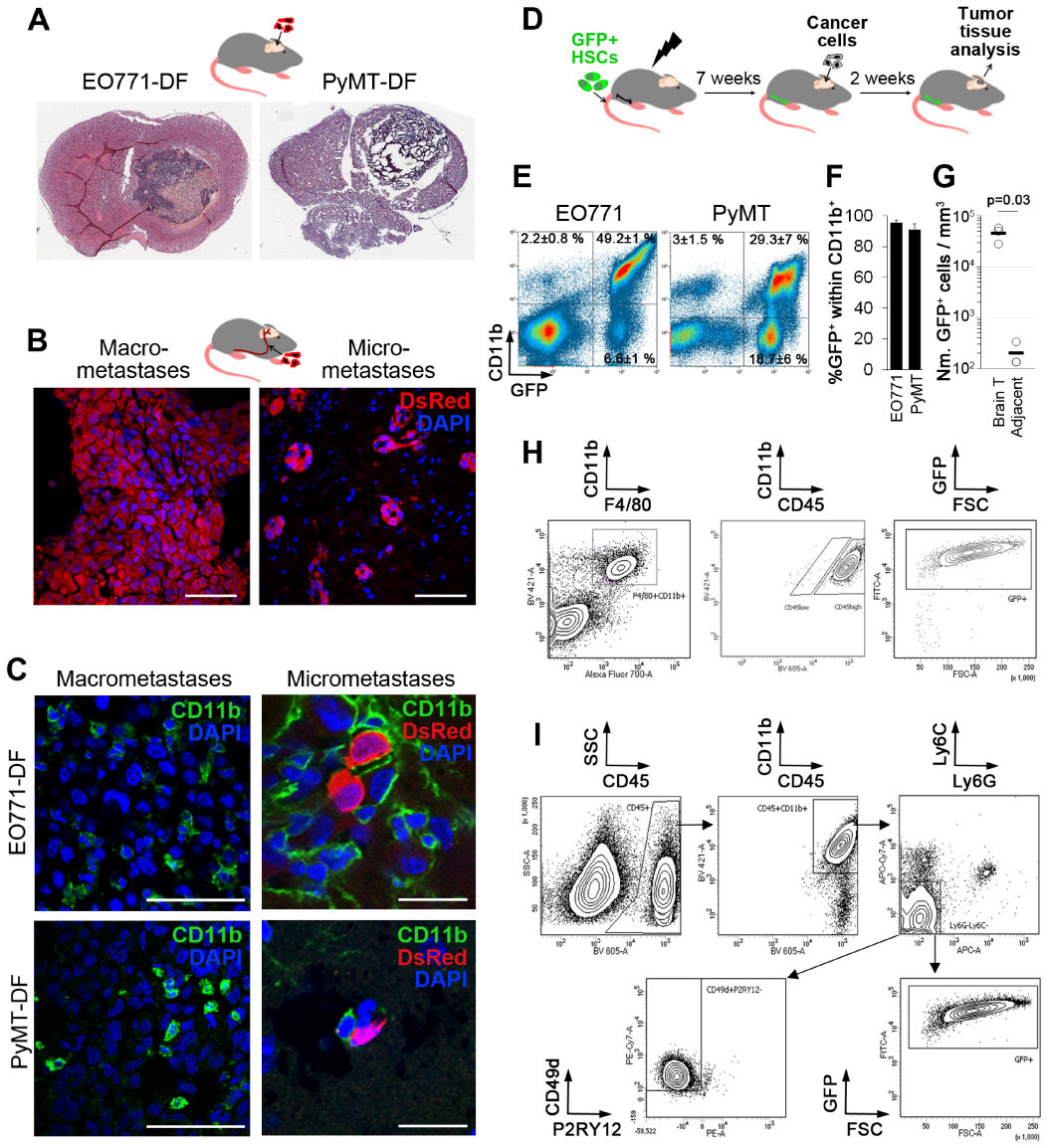
Myeloid cells in preclinical models of brain metastases. **A)** Discosoma sp. red fluorescent protein/Fluc (DF)–tagged EO771 and PyMT breast cancer cells give rise to a single large cancer lesion in the brain following intracranial implantation (H&E staining); n = 4. **B)** Administration of EO771-DF cancer cells into the internal carotid artery gives rise to micro- and macrometastases 2 weeks post-injection (n = 3/6 for EO771-DF/PyMT-DF). Scale bar = 50 µm. **C)** Macrometastases (intracranial implantation model) and micrometastases (carotid artery model) in the brain are infiltrated by CD11b+ myeloid cells (group sizes as in **A** and **B**). Scale bars = 50 µm (left panels) and 20 µm (right panels). **D–F)** Bone marrow in C57Bl/6J mice was ablated by irradiation, followed by transplantation of hematopoietic stem cells (HSCs) isolated from the transgenic mice expressing green fluorescent protein (GFP) downstream of the Ubiquitin C (UBC) promoter. Seven weeks later, tumors were generated by intracranial implantation of cancer cells. Infiltration of GFP+ bone marrow–derived myeloid cells (CD11b+) was quantified by flow cytometry at 2 weeks post–cancer cell injection (**E**). Percentage of GFP+ cells within the CD11b+ cell population is shown in (**F**); n = 5. **G)** Quantification of GFP+ HSC progeny per mm^3^ tissue within PyMT brain tumors and normal tumor-adjacent brain tissue (n = 3, *P* = .03. Statistically significant difference was determined with the two-tailed Student’s *t* test. **H)** Representative dot plots of flow cytometry for quantifying the percentage of CD45^high^ cells within CD11b+F4/80+ population and percentage of GFP+ cells within CD11b+F4/80+CD45^high^ cell population infiltrating PyMT tumors (n = 3). **I)** Gating strategy and quantification of GFP+ and CD49d+P2RY12- cells within CD45+CD11b+Ly6C-Ly6G- microglia/macrophages infiltrating PyMT tumors (n = 3).

As previously reported (10), CD11b+ myeloid cells were abundantly infiltrating large intracranial tumors and micrometastases in EO771-DF and PyMT-DF models (Figure 1C). Moreover, we detected substantial infiltration of F4/80+ microglia/macrophages within macrometastases in the brain in a spontaneous melanoma model (21) (Supplementary Figure 1F, available online). To determine the proportion of BrM-infiltrating cells originating from the HSCs as opposed to the yolk sack–derived brain-resident microglia (22), we generated bone marrow chimeras through transplantation of GFP+ HSCs into irradiated mice, resulting in mean (SD) = 73.4% (6.6%) GFP+ cells in the blood (Figure 1D; Supplementary Figure 1D, available online). The vast majority of CD11b+ cells within BrM were GFP+ (mean [SD] = 95.7% [1.5%] in EO771, mean [SD] = 90.9% [4.1%] in the PyMT model) and thus derived from the HSCs (Figure 1F). Strikingly, GFP+CD11b+ cells accounted for mean (SD) = 49.2% (1%) (EO771) and mean (SD) = 29.3% (7%) (PyMT) of all cells within BrM (Figure 1E). Infiltration of GFP+ HSC progeny into normal tumor-adjacent brain was statistically significantly lower than infiltration into tumors (mean [SD] = 4.5 × 10^4^ [1.5 × 10^4^] vs mean [SD] = 119.0 [114.0] cells per mm^3^ tissue within tumors vs tumor-adjacent brain; two-sided *P* = .03) (Figure 1G).

CD11b+F4/80+ macrophages/microglia represented mean (SD) = 32.7% (11.1%) (EO771) and mean (SD) = 12.5% (4.0%) (PyMT) of all intratumoral cells (Supplementary Figure 2A, available online). Whereas macrophages are generally CD45^high^ and microglia CD45^low^ (23), under specific conditions, microglia can also upregulate CD45 expression (24). Notably, mean (SD) = 98.5% (1.0%) of CD11b+F4/80+ cells (EO771 and PyMT tumors) were CD45^high^ (Figure 1H), and mean (SD) = 98.3% (0.7%) of F4/80+CD11b+CD45^high^ cells were GFP+ (Figure 1H; Supplementary Figure 2B, available online) and, therefore, derived from HSCs and not microglia. Additionally, we used recently reported macrophage [CD49d/ITGA4 (25)] and microglia-specific [P2RY12 (25–28)] cell surface markers. Within CD45+CD11b+Ly6G-Ly6C- macrophages/microglia, mean (SD) = 85.4% (6.7%) (EO771) and mean (SD) = 98.1% (1.3%) of cells (PyMT) were GFP+ (Figure 1I; Supplementary Figure 2C, available online), and mean (SD) = 82.2% (2.2%) (EO771) and mean (SD) = 96.1% (2.3%) of these cells (PyMT) were CD49d+P2RY12- (Figure 1I; Supplementary Figure 2D, available online), further confirming that the majority of myeloid cells are HSC-derived macrophages.

Within the F4/80+CD11b+ population infiltrating normal brain, mean (SD) = 66.6% (4.4%) of the cells were CD45^low^, and only mean (SD) = 8.9% (6.0%) within this population were HSC-derived GFP+ cells (Supplementary Figure 2E, available online). Interestingly, CD45^low^GFP+ cells retained low P2RY12 expression comparable to CD45^high^GFP+ macrophages (Supplementary Figure 2F, available online), suggesting they are distinct from brain-resident microglia with high P2RY12 expression, which is in line with other studies (28).

Notably, a proportion of myeloid cells in tumors could originate directly from a subpopulation of transplanted HSCs without hematopoiesis as shown previously for normal brain (28,29). Regardless, based on their capability to deliver transgenes to BrM, and based on their high proportion in intracranial tumors, we reasoned that HSC-derived myeloid cells could be used as cellular vehicles for the delivery of therapeutic genes to BrM.

### Homing of Genetically Modified HSC Progeny to BrM

To validate HSCs and their progeny as cellular vehicles, we used GFP as a model gene to be delivered to BrM. Murine HSCs were transduced with a lentiviral vector pFUGW, expressing GFP under the Ubiquitin C (UBC) promoter (18,30) and transplanted into lethally irradiated C57Bl/6J mice. BrM were generated by intracranial EO771-DF implantation (Figure 2A). The progeny of GFP-transduced HSCs efficiently homed to BrM (Figure 2B). As expected, GFP+ HSC progeny were also present in other organs to variable extent (Figure 2C).

**Figure 2.**
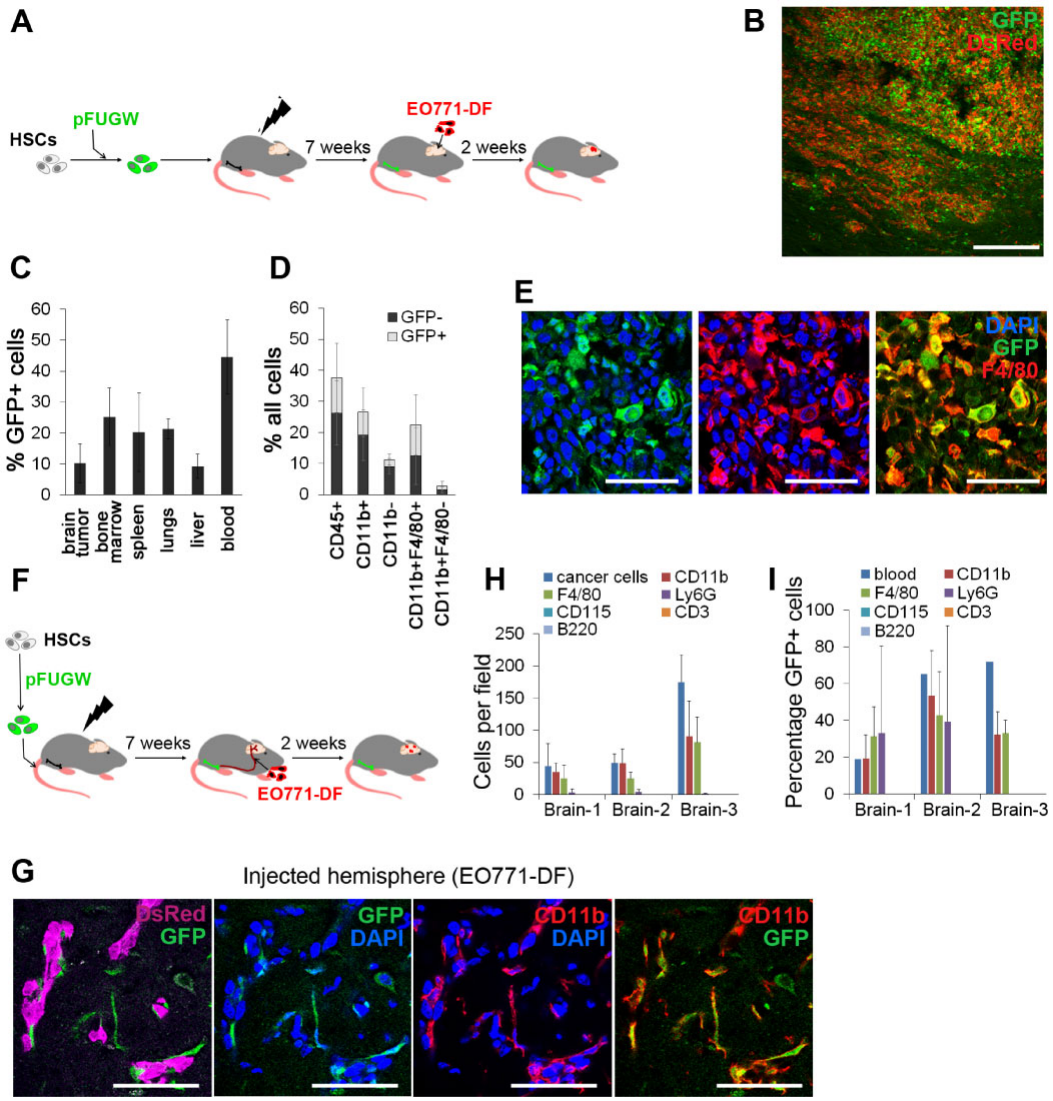
Genetically modified hematopoietic stem cell (HSC) progeny in the context of macro- and micrometastases in the brain. **A)** Murine HSCs transduced with lentiviral pFUGW vector were transplanted into lethally irradiated recipient mice, and tumors were generated by intracranial implantation of EO771-DF cells. **B)** Detection of pFUGW-transduced HSC progeny (green fluorescent protein [GFP]+) in intracranial tumors generated according to the scheme in **(A)** by immunofluorescence (n = 7). Scale bar = 200 µm. **C)** Quantification of pFUGW-transduced HSC progeny (GFP+) in different tissues by flow cytometry; n = 3. **D)** Quantification of immune cell populations within EO771 intracranial tumors by flow cytometry. Total percentage of individual cell populations, as well as the proportion of cells derived from pFUGW-transduced HSCs is shown; n = 7. **E)** Immunofluorescence staining of intracranial EO771 tumors for macrophages/microglia (F4/80+) and GFP (n = 4). Scale bars = 50 µm. **F)** Murine HSCs transduced with lentiviral pFUGW vector were transplanted into lethally irradiated recipient mice, followed by administration of EO771-DF cells into the internal carotid artery. **G)** CD11b+GFP+ progeny of HSCs was observed in close association with EO771-DF micrometastases in the brain. Fluorescence images were obtained by confocal microscopy (n = 3). Scale bars = 50 µm. **H)** Cancer cells and micrometastases-associated cells belonging to different hematopoietic cell subpopulations were counted on immunofluorescence images; 4–8 micrometastases-containing coronal brain sections per animal (n = 3) were quantified. **I)** Percentages of GFP+ cells within micrometastases-associated hematopoietic cell populations were quantified using immunofluorescence images and overall percentages of GFP+ cells in matched blood by flow cytometry (group sizes as in **H**).

In line with experiments using HSCs from GFP: UBC transgenic mice, the F4/80+ population contained almost exclusively macrophages (Supplementary Figure 1E, available online). CD45+ cells represented mean (SD) = 37.6% (7.2%) of all cells within tumors. The majority of CD45+ cells were CD11b+ myeloid cells (mean [SD] = 26.5% [6.0%] of all cells), consisting mostly of F4/80+ macrophages (mean [SD] = 22.4% [5.5%] of all cells) (Figure 2, D and E), whereas only mean (SD) = 2.8% (0.6%) of all cells belonged to other myeloid cell populations. The highest percentage of GFP+ cells (mean [SD] = 43.2% [38.6%]) was detected within macrophages. Notably, the infiltration of hematopoietic cells, including macrophages, into BrM remained unaltered following whole-body irradiation and HSC transplantation, as compared with the nonirradiated mice (Supplementary Figure 3A, available online).

The progeny of GFP-transduced HSCs also efficiently tracked down micrometastases and closely associated with small EO771 lesions (Figure 2, F and G). The majority of micrometastases-associated cells were CD11b+ and F4/80+ (Figure 2H), with 19.3–53.3% expressing GFP (Figure 2I). The ratio of cancer cells to CD11b+ cells (1:1 to 1:2) was similar to the intracranial model (Figure 2H). All micrometastases were associated with CD11b+ cells, and more than 90% contained CD11b+GFP+ cells (Supplementary Figure 3B, available online). Thus, we demonstrated that the genetically engineered HSC progeny, mostly consisting of macrophages, efficiently homed to large BrM and to micrometastases and can deliver genetically expressed molecules to the close proximity of cancer cells.

### Validation of Human HSCs and Their Progeny as Cellular Vehicles

With clinical translation in mind, we next validated human HSCs (hHSCs). Engraftment of CD34+ hHSCs in sublethally irradiated NOD/SCID/IL2rγKO (NSG) mice, previously shown to result in mature and functional human hematopoietic cells (31), was followed by intracranial implantation of the human brain-homing breast cancer cell line MDA-MB-231/brain (32) (Figure 3A). Further, mean (SD) = 39.7% (9.9%) of hematopoietic cells in the blood and mean (SD) = 27.9% (4.9%) within tumors were of human origin (Figure 3B), with T and B cells being predominant in the blood, and T cells in brain tumors (Supplementary Figure 4A, available online).

**Figure 3.**
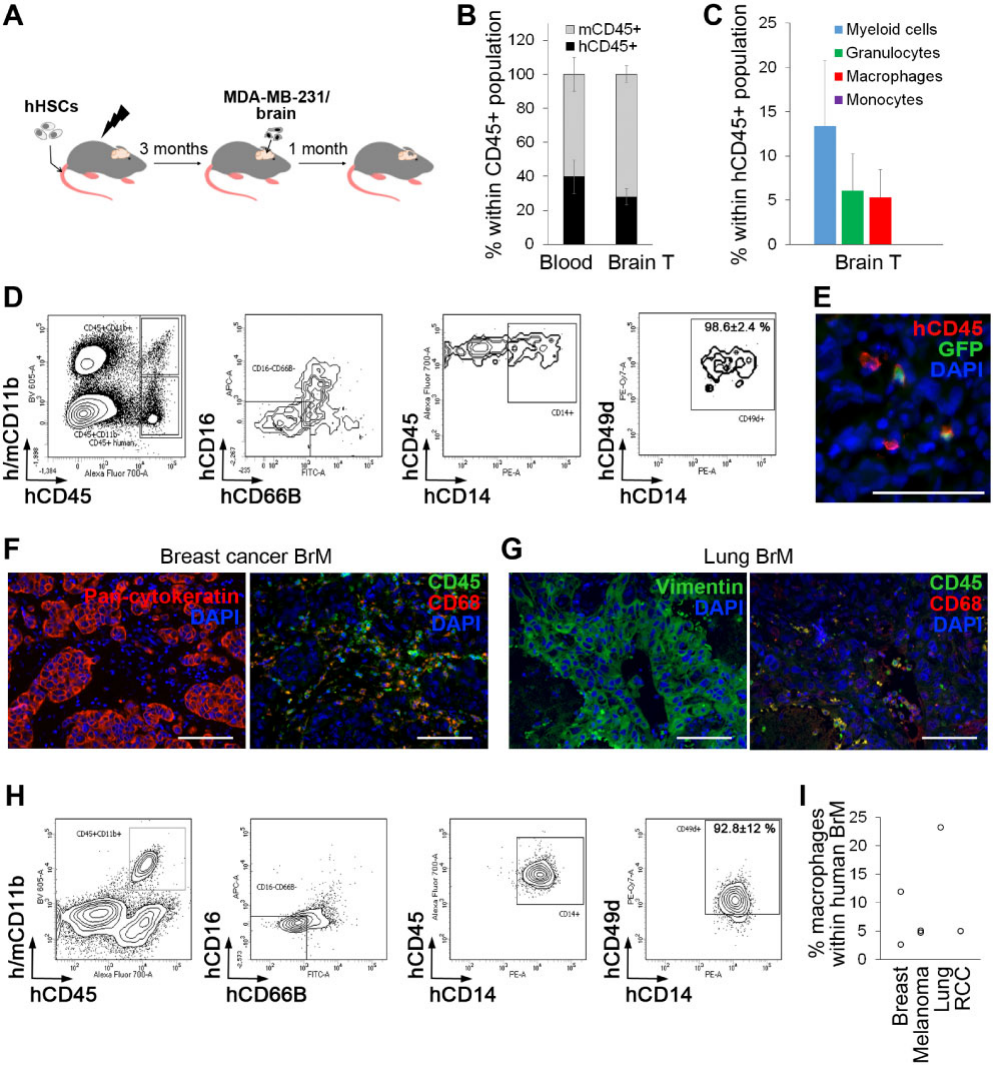
Human hematopoietic stem cells (HSCs) and their progeny as cellular vehicles targeting brain metastases. **A)** Tumors were generated in humanized NSG mice (JAX) 3–4 months after engraftment of human HSCs (hHSCs) by intracranial implantation of MDA-MB-231/brain cells. **B)** The percentage of human hematopoietic cells (hCD45+) in blood and brain tumors was quantified by flow cytometry (n = 3). **C)** Myeloid cell subpopulations within MDA-MB-231/brain tumors were quantified by flow cytometry (n = 3). **D)** Percentage of CD49d+ macrophages within human CD45+CD11b+CD16-CD66B-CD14+ population in intracranial MDA-MB-231/brain tumors was quantified by flow cytometry (n = 3). Representative dot plots are shown. **E)** Lentiviral pFUGW vector–transduced hHSCs were transplanted into sublethally irradiated NSG mice, and tumors were generated by intracranial implantation of MDA-MB-231/brain cells 3–4 months later (n = 4). Detection of green fluorescent protein-positive human hematopoietic cells in intracranial tumors was performed by immunofluorescence. Scale bar = 50 µm. **F, G)** Hematopoietic cells and macrophages in patient brain metastases specimens originating from breast cancer (**F**) and lung cancer (**G**) were detected by immunofluorescence (n = 3 per cancer type). To visualize cancer cells, adjacent sections were stained for pan-cytokeratin (breast cancer brain metastases [BrM]) or vimentin (lung cancer BrM) and costained for human CD45 (hematopoietic cells) human CD68 (macrophages). Scale bars = 100 µm. **H)** Percentage of CD49d+ macrophages within CD45+CD11b+CD16-CD66B-CD14+ microglia/macrophage population (25) in patient BrM originating from different primary cancer types as indicated in (**I**) was quantified by flow cytometry (n = 6). Representative dot plots are shown. **I)** Percentage of CD45+CD11b+CD16-CD66B-CD14+CD49d+ macrophages within total cell population in patient BrM (n = 6). RCC = renal cell carcinoma.

Focusing on myeloid cells within tumors, this population (mean [SD] = 13.4% [7.4%] of human cells) consisted of granulocytes (mean [SD] =6.1% [4.2%]) and macrophages mean (SD) = (5.3% [3.1%]). In line with murine HSC models, mean (SD) = 98.6% (2.4%) of human CD45+CD11b+CD16-CD66B-CD14+ cells were CD49d+ macrophages (25) (Figure 3D). When transduced with pFUGW before transplantation into mice, hHSC progeny could also deliver GFP to brain tumors (Figure 3E; Supplementary Figure 4, B and C, available online).

Substantial infiltration of CD45+ hematopoietic cells and CD68+ macrophages/microglia was further detected in patient BrM originating from breast and lung cancer by immunofluorescence (Figure 3, F and G; Supplementary Figure 4, D, available online). Analysis of human BrM by flow cytometry revealed that the predominant population within CD45+CD11b+CD16-CD66B-CD14+ microglia/macrophages were CD49d+ macrophages (mean [SD] = 92.8% [12.1%]; n = 6) (Figure 3H; Supplementary Figure 4E, available online). Total percentage of macrophages within patient BrM varied between 2.7 and 23.3% (average of mean [SD] = 8.8% [7.8%]; n = 6) (Figure 3I). In summary, these data demonstrated strong parallels between human tissue and our preclinical models.

### Identification of Gene Promoters for BrM-Specific Delivery of Therapeutic Molecules within Myeloid Cells

To enable predominant delivery of gene therapy to BrM, we sought to identify gene promoters that are upregulated in BrM-infiltrating myeloid cells. 

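Gene expression was measured on 14 Illumina MouseWG-6 v2 arrays of GFP+CD11b+ cells. The cells came from 4 PyMT BrM, 3 spleens and 1 bone marrow of PyMT BrM-bearing mice, 2 EO771 BrM, and 2 spleens and 2 bone marrow samples of naïve mice. PyMT and EO771 are mouse breast cancer cell lines, and the chimeric mice carried GFP-tagged bone marrow for 7 weeks before the cancer cells were implanted. Each array gave a log2 signal per probe, which the authors had quantile normalized, so that the sorted values of any pair of arrays differed by at most 0.00192. The median signal was 4.06, and a fold against a group near the lower end is limited by the background of the array.

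Itgam encodes the CD11b on which the cells were sorted. Its log2 difference between the 6 BrM and the 8 spleen and bone marrow arrays was 0.33 (SE 0.50, adjusted p = 0.776 from limma), and that of Ptprc, which encodes the leukocyte antigen CD45, was -0.16 (SE 0.61, adjusted p = 0.923). Among 6 measured genes of the sort, of all myeloid cells and of reporter promoters, 1 was higher in BrM, both over all probes and when adjusted over the list alone, where 1 more was lower. The gene was Cebpb, a transcription factor of myeloid cells, with a difference of 0.92 (SE 0.22, adjusted p = 0.00983, 5 of 6 BrM arrays above all others). The Cebpb difference was no longer called when any of 13 arrays was left out in turn, up to an adjusted p of 0.0287. Itga4, which encodes the macrophage marker CD49d of the paper, had -1.24 (SE 0.32, adjusted p = 0.0168) and was called lower without PyMT spleen 2 or the PyMT bone marrow array (adjusted p = 0.00828 and 0.00800). Its dimmer probes had -0.61, 0.32, 0.23, -0.09 and -0.63, none of them called (limma adjusted p from 0.248 to 0.907). These are RNA values of all sorted cells, whereas the paper measured CD49d by flow cytometry on gated macrophages. Of 11 reference genes used to compare RNA amounts, 0 were called by limma or by the methods' t-test with the same adjustment, and 0 when adjusted over the list alone. At an unadjusted p under 0.05, 3 of them were higher and 1 was lower. Gapdh, the glycolytic enzyme used as the PCR reference, had a difference of 0.65 (SE 0.24, adjusted p = 0.0982). Tests of the lists as sets gave camera adjusted p = 0.864 for the sort list and 0.154 for the reference list, and adjusted p = 0.878 and 0.221 with an estimated correlation, whereas fry gave adjusted p = 0.693 and 1.75e-04. The mean log2 signal of the reference genes was 10.31 to 10.46 in the 6 BrM arrays, all above the 10.01 to 10.30 of the other 8.

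BrM were compared with the pooled spleen and bone marrow arrays by limma, two-sided, with Benjamini-Hochberg adjustment over all probes of the array. A probe was called at an adjusted p under 0.01, the false discovery rate of the paper. The PyMT comparison set 4 BrM against 4 spleen and bone marrow arrays of PyMT BrM-bearing mice, and the EO771 comparison set 2 BrM against the 4 naïve arrays, with 1 estimate of the spread from all 14 arrays. The models, the tumor status of the control mice and any difference in handling between the mouse sets cannot be separated in this design, and the number of arrays limits the precision. The 2 naïve bone marrow arrays carry codes with the same stem and EO771 BrM 2 carries 2 numbers, and the sources read here do not say whether these are 2 arrays of 1 mouse and a pool of 2 mice. A gene with several probes is represented by the probe with the highest mean signal.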

GFP+CD11b+ cells were isolated from brain tumors, bone marrow, and the spleen of mice with chimeric GFP+ bone marrow (Figure 4A), bearing EO771 and PyMT tumors, respectively, or from naïve mice and subjected to a genome-wide gene-expression analysis. Data from both cancer models were initially combined, and BrM were compared with the pooled spleen/bone marrow group. 

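Of 33 measured chemokine ligands, which attract leukocytes, 15 were higher in BrM and none was lower at an adjusted p under 0.01 from limma (17 higher when adjusted over the list alone). Ccl7 and Ccl12, ligands that attract monocytes, were 213-fold and 160-fold higher, with log2 differences of 7.74 (SE 0.50, adjusted p = 5.33e-08) and 7.32 (SE 0.28, adjusted p = 1.25e-10) between 6 BrM and 8 spleen and bone marrow arrays. Cxcl16 and Ccl8 were 27.3-fold and 43.5-fold higher. Of 17 chemokine receptors, 3 were higher and 3 lower (3 higher and 4 lower when adjusted over the list alone). The fractalkine receptor Cx3cr1 rose by 3.09 (SE 0.55) and Ccrl2 by 3.01 (SE 0.38) on the log2 scale, whereas the neutrophil chemokine receptors Cxcr2 and Cxcr1 fell by 3.91 (SE 0.48) and 3.43 (SE 0.30). In the same arrays, of 20 stress genes known to be induced by dissociation of tissue, 10 were higher in BrM and 1 lower (13 and 1 when adjusted over the list alone, camera adjusted p = 2.03e-07, adjusted p = 0.123 with an estimated correlation).

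Among 21 matrix metalloproteinases and their inhibitors, 5 were higher and 2 lower (7 higher and 3 lower when adjusted over the list alone). The collagenase Mmp13 had a log2 difference of 5.76 (SE 0.32, adjusted p = 1.31e-08). The gelatinase Mmp9, a product of neutrophil granules, had a difference of -3.91 (SE 0.63, adjusted p = 4.70e-04). Mmp23 had a difference of -1.10 (SE 0.25, adjusted p = 0.00745), and its call ended when any of 10 arrays was left out in turn, which leaves 1 member lower.

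Of 24 macrophage markers, 10 were higher and none was lower (11 higher and 1 lower when adjusted over the list alone). Gpnmb, a glycoprotein of activated macrophages, rose by 4.87 (SE 0.76, adjusted p = 3.96e-04), and the Fc receptor gene Fcgr1 by 3.46 (SE 0.29, adjusted p = 8.09e-07). The complement subunits C1qa and C1qc rose by 2.35 (SE 0.54, adjusted p = 0.00715) and 2.30 (SE 0.52, adjusted p = 0.00733), but leaving out any of 9 arrays ended either call. Adgre1, which encodes the macrophage antigen F4/80, had a difference of 1.10 (SE 0.31, adjusted p = 0.0261), which was called without naïve spleen 2 (adjusted p = 0.00405), and its other 2 probes had 1.21 (adjusted p = 0.201) and, the dimmest, 2.94 (adjusted p = 8.76e-07). Without PyMT BrM 1 there was 1 macrophage marker lower.

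Of 30 neutrophil markers, 27 were lower and none was higher (29 lower when adjusted over the list alone), with a median difference of -4.31. The granule genes Ngp and Camp fell by 7.78 (SE 0.72, adjusted p = 2.63e-06) and 7.46 (SE 0.62, adjusted p = 7.54e-07) on the log2 scale. Lower too were 7 of 11 erythroid markers, 4 of 9 B cell markers, 3 of 11 T cell markers and 1 of 9 NK cell markers, with 7, 5, 3 and 1 when adjusted over the list alone. These counts depend on the control, with 2, 6, 2 and 2 lower against spleen only and 11, 3, 0 and 1 against bone marrow only. Against spleen only and bone marrow only, 13 and 10 chemokine ligands and 8 and 13 macrophage markers were higher, 25 and 28 neutrophil markers lower, 2 and 1 chemokine receptors higher and 5 and 2 lower, and 0 and 5 platelet markers lower. Examples are Slc4a1, the anion exchanger of red cells (-6.40, SE 1.08), Hba-a1, an alpha globin (-4.84, SE 0.78), the B cell kinase Blk (-5.44, SE 0.89), Vpreb3 of the pre-B cell receptor (-4.08, SE 0.31), the T cell genes Cd3d (-2.59, SE 0.40) and Cd6 (-1.78, SE 0.35), and Nkg7 of cytotoxic granules (-2.88, SE 0.45). Slc4a1 was not called against spleen only, nor Cd3d and Cd6 against bone marrow only. Without the PyMT bone marrow array, 2 NK cell markers were lower. Of 7 platelet markers, Pf4 was higher (3.13, SE 0.72) and Gp1bb lower (-2.63, SE 0.58), with 1 higher and 4 lower when adjusted over the list alone. Leaving out any of 9 arrays ended the first call and any of 8 the second, while 2 platelet markers were lower without PyMT spleen 1 or naïve spleen 1 and 3 without naïve spleen 2.

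Of 13 monocyte markers, 4 were higher and none was lower (4 higher and 1 lower when adjusted over the list alone), the largest being Fn1, which encodes fibronectin (3.36, SE 0.46). Against spleen only 2 of them were higher, and against bone marrow only 1 was higher and 1 lower. The median of this list was -0.17 and its mean 0.45. None of 12 dendritic cell markers was called by limma or by the methods' t-test, over all probes or over the list alone. At an unadjusted p under 0.05 there were 1 higher and 4 lower. Of these markers 2 were called higher against bone marrow only and 0 against spleen only. Of 13 epithelial and carcinoma markers, 2 were higher (3 when adjusted over the list alone), the keratin Krt8 (3.10, SE 0.33, adjusted p = 1.12e-05) and the cadherin Cdh1 (1.46, SE 0.31, adjusted p = 0.00401). Without PyMT BrM 1, 3 or 4, Krt8 was the only epithelial marker called, and without EO771 BrM 1 there were 4. Of 14 brain cell markers, Aldoc of astrocytes was higher (2.18, SE 0.42) and Mbp of myelin lower (-1.07, SE 0.19), with 2 members lower without PyMT BrM 4 and the same 1 and 1 when adjusted over the list alone. Of 12 endothelial and fibroblast markers, 4 were higher (5 when adjusted over the list alone), among them the matrix genes Sparc (3.46, SE 0.50) and Col4a1 (2.82, SE 0.44). Among the genes named above, C1qa, C1qc, Cdh1, Gp1bb and Mbp were not called against spleen only, nor Cx3cr1, Gpnmb, Mmp23, Pf4, Cdh1 and Aldoc against bone marrow only.

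In camera's test of each list as a set, adjusted over the 31 lists tested, the adjusted p was 6.49e-11 for chemokine ligands, 1.60e-07 for macrophage markers and 2.87e-33 for neutrophil markers. With an estimated correlation these became adjusted p = 1.22e-04, 0.0308 and 0.0212, so that at 0.01 the chemokine ligands alone of the 3 kept their call. Erythroid (2.57e-07), B cell (1.28e-05) and T cell markers (8.69e-04) had adjusted p = 0.125, 0.125 and 0.0685 with an estimated correlation. The adjusted p was 0.0410 for metalloproteinases, 0.159 for chemokine receptors, 0.184 for NK cell, 0.0561 for platelet, 0.413 for monocyte, 0.413 for dendritic cell, 0.0642 for epithelial, 0.574 for brain and 0.0113 for endothelial and fibroblast markers. With an estimated correlation these were adjusted p = 0.0822, 0.221, 0.333, 0.473, 0.614, 0.747, 0.272, 0.747 and 0.185. Fry gave adjusted p = 9.06e-11 for chemokine ligands, 2.99e-06 for macrophage and 8.24e-07 for neutrophil markers. It gave 0.0903 for monocyte and 0.553 for dendritic cell markers, and 1.75e-04 for the reference genes.

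In all, 3132 probes differed at an adjusted p under 0.01, and 10394 at an unadjusted p under 0.05. The called probes were 1719 higher in BrM, with 1197 named genes, and 1413 lower, with 893 named genes. Every BrM array lay above every other array for 1248 of them and below for 1103. Over all probes the arrays did not overlap for 6.07%, where chance alone gives 0.0666%. Of the 3132, 1734 were called in the PyMT and 956 in the EO771 comparison, which use the same arrays. Centring each array on the reference genes changed the share of called probes that were higher from 54.9% to 30.8%.

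**Figure D1:**
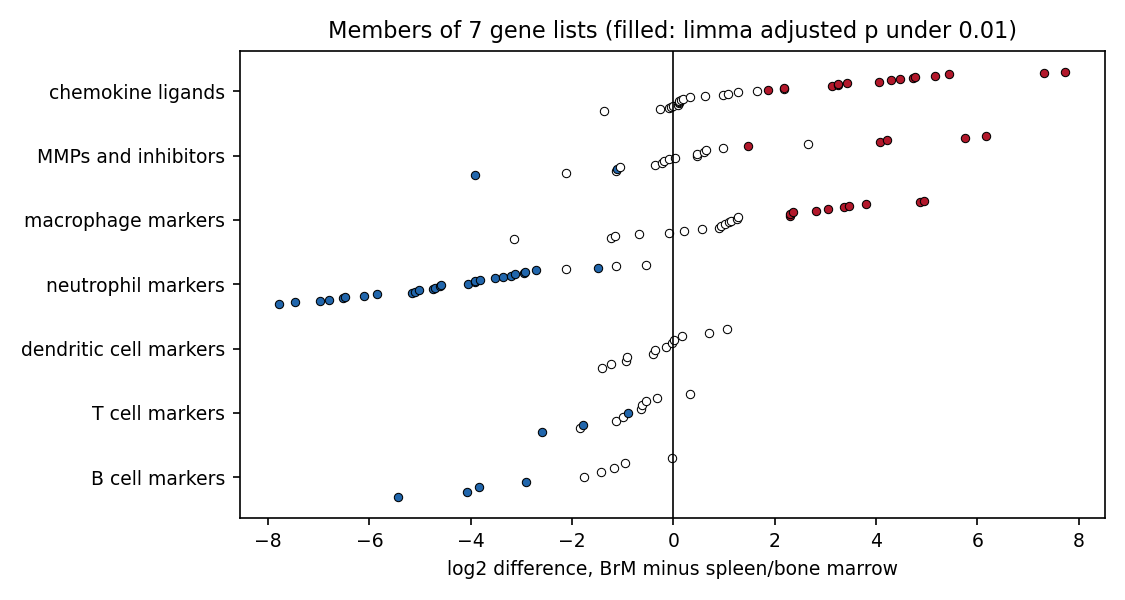
Log2 difference between BrM and spleen/bone marrow arrays (x axis) for each measured gene of 7 lists, 1 row of points per list. Filled points were called by limma at an adjusted p under 0.01, red where higher and blue where lower in BrM. The neutrophil row lies below 0 throughout and the chemokine ligand row has called members on the higher side alone.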

Differential gene-expression analysis identified 5972 statistically significantly differentially expressed probes (False Discovery Rate [FDR] < 1%; Figure 4B), including chemokines, matrix metalloproteinases, and genes associated with macrophage activation/polarization (10,34,35). 

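M1 and M2 genes, which mark inflammatory and alternatively activated macrophages, were both among those higher in BrM. Of the 14 measured M1 genes of Fig. 4C, 7 were higher and 3 lower in BrM at an adjusted p under 0.01 from limma, and of its 13 M2 genes 8 were higher and 3 lower (7 and 3, and 10 and 3, when adjusted over the list alone). Cxcl10, an interferon-induced chemokine, had a log2 difference of 5.16 (SE 0.62, adjusted p = 3.75e-05; 2.82 with adjusted p = 0.0177 by a dim probe), and Ccrl2 and Ctla2b were 8.05-fold and 10.3-fold higher. F11r, a junctional adhesion molecule, rose by 2.14 (SE 0.34), the arginine transporter Slc7a2 by 2.00 (SE 0.41) and the costimulatory ligand Cd80 by 1.31 (SE 0.31). Among the M2 genes, Ch25h, which hydroxylates cholesterol, had a difference of 5.13 (SE 0.22, adjusted p = 3.95e-10). Ccl2 was 26.7-fold higher, Ccl17 9.45-fold, the transcription factor Egr2 10.01-fold and Olfm1 5.06-fold.

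The M1 genes that fell were Lcn2 by 4.58 (SE 0.42), Hp by 3.52 (SE 0.37) and Arhgap4 by 1.30 (SE 0.23). The M2 genes that fell were Chil1 by 6.52 (SE 0.53), Actn1 by 2.06 (SE 0.23) and Mmp9. Lcn2 and Hp encode lipocalin 2 and haptoglobin, and with Chil1 and Mmp9 they also stand in the list of neutrophil markers. The mean log2 signal of the macrophage markers minus that of the neutrophil markers was 3.30 (SD 0.858) in the 6 BrM arrays and -2.53 (SD 1.27) in the other 8, a difference of 5.83 that restates the marker counts of the same arrays as 1 score. Not called were Ms4a6b (1.22, SE 0.49, adjusted p = 0.128), Gbp6 (-0.33, SE 0.52, adjusted p = 0.786), Oasl1 (1.82, SE 0.71, adjusted p = 0.121), Cd86 (1.06, SE 0.52, adjusted p = 0.237, 1.06 with adjusted p = 0.264 by a second probe and 2.28 with adjusted p = 7.08e-04 by its dimmest), Mmp12 (2.66, SE 0.66, adjusted p = 0.0128) and Mx1 (2.60, SE 0.77, adjusted p = 0.0357). Mmp12 was called without PyMT BrM 3, naïve spleen 1 or naïve spleen 2, with adjusted p = 0.00752, 0.00359 and 0.00758.

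These lists were taken from the figure, whose genes were chosen on the same arrays, so their counts are not independent evidence of a direction and they were not tested as sets. Of 17 M1 genes and 20 M2 genes from textbook knowledge, 5 and 4 were higher and none was lower (6 higher and 1 lower, and 7 higher and 3 lower, when adjusted over the list alone). Cxcl9, a chemokine induced by interferon gamma, rose by 3.44 (SE 0.73, adjusted p = 0.00434). Camera's adjusted p was 3.30e-04 for the M1 and 0.00303 for the M2 list, and adjusted p = 0.0582 and 0.0877 with an estimated correlation, so that neither call held. Fry, which also called the reference genes, gave adjusted p = 1.77e-04 and 2.58e-04. Against spleen only, 2 textbook M1 and 2 textbook M2 genes were higher. The textbook M1 count was 2 without PyMT BrM 3, and 3 without any of the other 3 PyMT BrM, either EO771 BrM, either naïve bone marrow or PyMT spleen 2. With 1 array left out, 1 textbook M1 gene was lower without EO771 BrM 1 and 1 textbook M2 gene without PyMT BrM 1. Leaving out any PyMT BrM ended the call of Slc7a2 (up to adjusted p = 0.0112), leaving out PyMT BrM 2, 3 or 4 that of Cxcl9 (up to 0.0134), and any of 11 arrays that of Cd80 (up to 0.0239). These 3 genes and Ccl17 were called against neither spleen only nor bone marrow only, and Arhgap4 was not called against spleen only. In the PyMT comparison 6 M1 and 8 M2 genes of Fig. 4C were higher and 2 and 2 lower, and in the EO771 comparison 6 and 8 were higher and 3 and 3 lower.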

Expression of macrophage polarization markers (36–39) differed strongly between the intratumoral and the spleen/bone marrow–derived myeloid cells (Figure 4, C and D). Notably, 119 probes showed greater than 10-fold and 9 probes greater than 100-fold upregulation in BrM. However, only some of these probes were strongly upregulated in both cancer models. 

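The 9 probes called and over 100-fold higher in BrM included probes of Fcrls, Dab2, Ccl12 and Ccl7. Fcrls, an Fc receptor-like gene known from microglia, was 437-fold higher by its brightest probe, with a log2 difference of 8.77 (SE 0.43, adjusted p = 1.88e-09 from limma, 6 BrM and 8 other arrays), and 83.4-fold and 149-fold by its other 2 probes. Dab2 and Ccl12 also had a pair of probes each, and the second Ccl12 probe was 159-fold higher.

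The 118 called probes over 10-fold higher held 83 named genes. Among them were Olfml3, a secreted protein of microglia, at 80.8-fold (log2 difference 6.34, SE 0.35, adjusted p = 1.15e-08) and Mmp13 at 54.2-fold. Of 11 microglia markers 5 were higher and none was lower (5 higher when adjusted over the list alone). Camera's adjusted p for this list was 1.29e-06, and adjusted p = 0.0265 with an estimated correlation, which does not hold at 0.01. Fry, which also called the reference genes, gave adjusted p = 1.98e-07. P2ry12, a purinergic receptor that the paper uses as a microglia marker, had a difference of 0.40 (SE 0.24, adjusted p = 0.359). In the PyMT comparison 5 microglia markers were higher and in the EO771 comparison 4.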

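Chemokine and matrix genes were among those over 10-fold higher in both models. Of the 118 probes over 10-fold higher in the pooled comparison, 66 were called and over 10-fold higher in the PyMT and in the EO771 comparison, where independent lists of 119 and 225 probes would share 0.591. They held 48 named genes. Ccl12, with log2 differences of 7.40 (SE 0.34, adjusted p = 2.02e-08 from limma) in PyMT and 7.44 (SE 0.41, adjusted p = 3.21e-07) in EO771, and Mmp13, with 5.74 and 5.87, had nearly equal differences. Ccl7, Ch25h and Cd276, which encodes the checkpoint ligand B7-H3, were also over 10-fold higher in both, with 7.40, 4.98 and 4.31 in PyMT and 8.81, 5.47 and 4.41 in EO771. Of the 9 probes over 100-fold, 6 were over 100-fold in both models.

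Another 22 of the 118 probes were over 10-fold higher in the PyMT comparison alone, 27 in the EO771 comparison alone and 3 in neither. Falling on 1 side of the fold limit is not a tested difference, and 4 of the 118 were called for the difference between the models itself. Ccl17, a ligand of T cell chemotaxis that is not among the 118, was also called in that test. It had 4.50 (SE 0.35) in PyMT and 0.78 (SE 0.43, adjusted p = 0.387) in EO771, a difference of 3.71 (adjusted p = 0.00891).

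Over all probes, 2167 were called in the PyMT comparison (1322 higher, 845 lower) and 1413 in the EO771 comparison (895 higher, 518 lower). Called in both were 732, of which 426 were higher in both, 302 lower in both and 4 opposite. Of the neutrophil markers 24 were lower in the PyMT and 23 in the EO771 comparison, and of the macrophage markers 6 and 5 were higher. The EO771 count was 421 without EO771 BrM 1 and 510 without EO771 BrM 2, and the PyMT count was 1332, 1339 and 1347 without PyMT BrM 1, 2 and 4. With naïve bone marrow 1 and 2 averaged, the EO771 count was 990. The EO771 comparison rests on naïve controls, from which its BrM also differed in sex-linked genes. Xist, the RNA of the inactive X chromosome, had log2 signals of 3.04 and 3.61 in EO771 BrM and means of 9.15 in naïve spleen, 8.03 in naïve bone marrow and 7.05 in PyMT BrM. The Y-linked Eif2s3y had a mean of 8.77 in EO771 BrM, 2.74 in naïve spleen, 3.02 in naïve bone marrow and 5.67 in PyMT BrM.

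**Figure D2:**
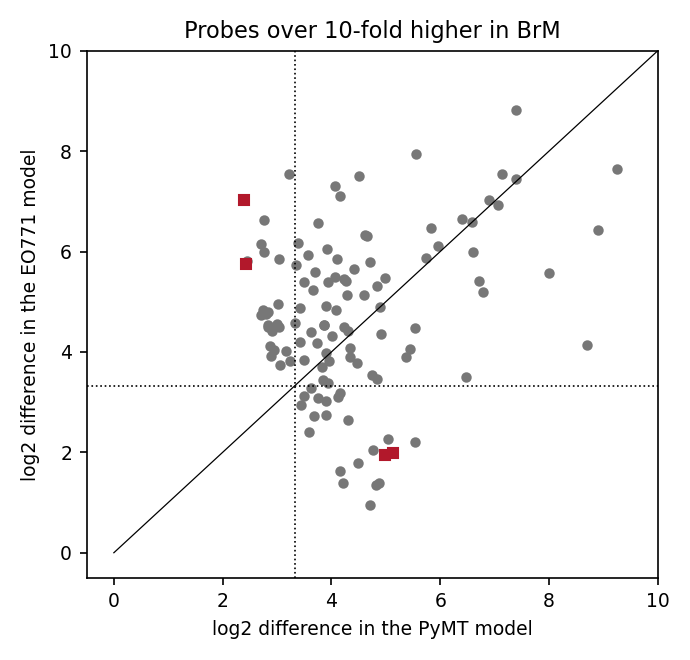
Log2 difference of BrM from spleen/bone marrow in the PyMT model (x axis) and the EO771 model (y axis) for the 118 probes over 10-fold higher in the pooled comparison, 1 point per probe. Dotted lines mark 10-fold, the diagonal marks equal differences, and the 4 red squares are the probes called for a difference between the models.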

Expression of the latter (Supplementary Figure 5A, available online) was further validated by polymerase chain reaction (PCR) in CD11b+GFP+ and total cells isolated from different tissues (Figure 4E; Supplementary Figure 5B, available online). Among genes that showed the most specific expression in BrM-infiltrating CD11b+ cells were *Spp1*, *Mmp14*, *Trem2*, *Dab2*, and *Emp1*. 

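Dab2, Mmp14, Trem2 and Emp1 were far higher in GFP+CD11b+ cells of BrM than of spleen or bone marrow, and for each gene all 6 BrM arrays lay above all 8 others. Dab2, an endocytic adaptor protein, had a mean log2 signal of 12.2 (SD 0.316, n = 6) in BrM and 5.19 (SD 0.412, n = 8) in spleen and bone marrow. Its difference of 6.99 (SE 0.21, adjusted p = 1.51e-11 from limma) is 127-fold and ranked 1 by p among all probes. The lowest BrM array had 11.8 and the highest other array 5.97. Mmp14, a membrane-bound metalloproteinase, had 12.3 (SD 0.394, n = 6) and 6.11 (SD 1.06, n = 8), a difference of 6.17 (SE 0.41, adjusted p = 8.95e-08) or 72.2-fold. Trem2, a lipid-sensing receptor of macrophages, had 11.4 (SD 0.224) and 6.41 (SD 0.913), a difference of 4.94 (SE 0.35, adjusted p = 1.49e-07) or 30.7-fold. Emp1, an epithelial membrane protein, had 12.1 (SD 1.18) and 5.63 (SD 0.703), a difference of 6.43 (SE 0.45, adjusted p = 1.29e-07) or 86.3-fold.

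The difference of Dab2 was 6.89 (SE 0.27, adjusted p = 8.38e-09) in the PyMT and 7.03 (SE 0.34, adjusted p = 1.65e-07) in the EO771 comparison. Mmp14 had 6.60 and 5.99, Trem2 4.89 and 4.90, and Emp1 5.56 and 7.94 in the PyMT and EO771 comparisons. The test of the difference between the models gave adjusted p = 0.967 for Dab2, 0.858 for Mmp14, 0.998 for Trem2 and 0.260 for Emp1. These are the values of the probes ILMN_3091641 (Dab2), ILMN_1240726 (Mmp14), ILMN_2992709 (Trem2) and ILMN_2642913 (Emp1). Dim further probes of Dab2 and Mmp14 had differences of -0.18 (adjusted p = 0.831) and 0.14 (adjusted p = 0.896), and further Dab2 probes had 6.91 and 3.74. In GRCm38 the protein-coding gene Dab2 lies on chromosome 15 from 6299788 to 6440715, Mmp14 on chromosome 14 from 54431598 to 54442456, Trem2 on chromosome 17 from 48346401 to 48352276 and Emp1 on chromosome 6 from 135362550 to 135383173.

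Of the 8 measured genes of the PCR panel in Fig. 4E, 8 were higher in the pooled, the PyMT and the EO771 comparison (8 when adjusted over the list alone). The panel was chosen on the same arrays, so the count is not independent evidence. Cxcl16, a chemokine shed from the cell surface, was part of it, with a log2 difference of 4.92 in PyMT and 4.35 in EO771. Neutrophils also carry CD11b, most of their markers were lower in BrM, and the sorted cells were not separated further. With protein staining added, the paper proposes promoters of genes such as Dab2 and Mmp14 as a way to make the gene therapy more specific.

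**Figure D3:**
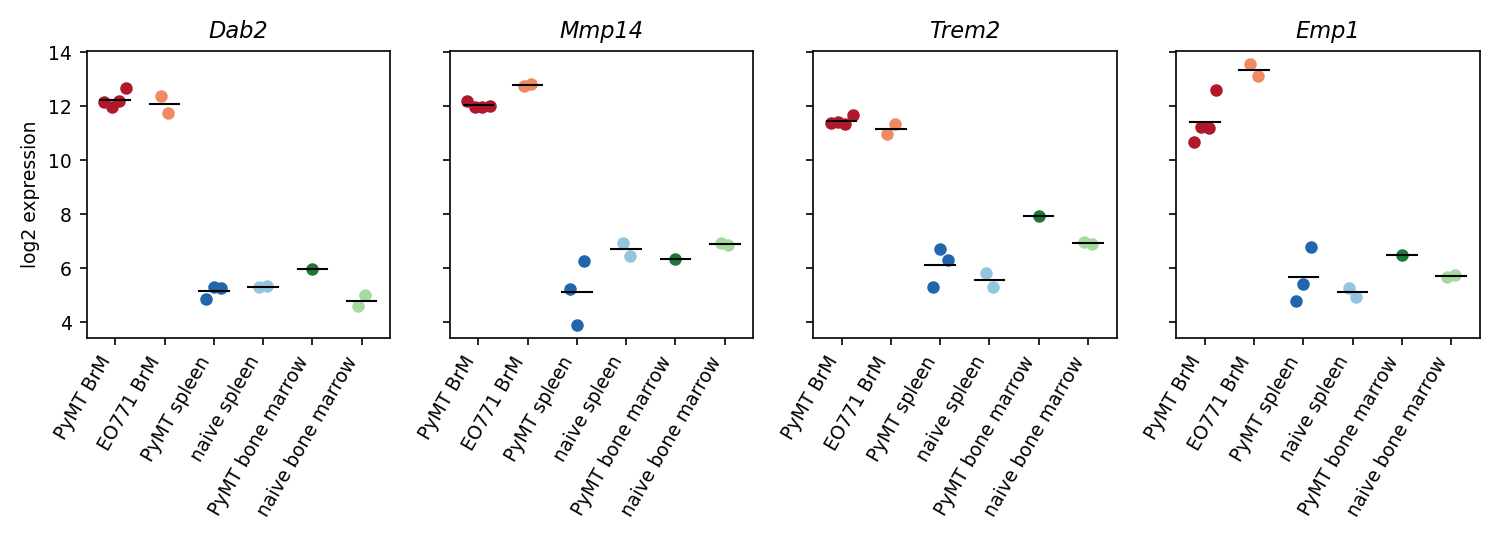
Log2 signal (y axis) of Dab2, Mmp14, Trem2 and Emp1 on each of the 14 arrays, grouped by the 6 conditions (x axis), with bars at the condition means. For Dab2 every BrM array is at 11.8 or more and no spleen or bone marrow array exceeds 5.97.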

Analysis in the EO771 model (mice transplanted with GFP-transduced HSCs) at the protein level revealed expression of DAB2, MMP14, and SPP1 in GFP+ BrM-infiltrating cells, but not in the spleen or bone marrow (Figure 5A; Supplementary Figure 6A, available online). DAB2, MMP14, and SPP1 were also consistently expressed in CD68+ microglia/macrophages in patient-derived breast cancer BrM (n = 4), while their expression was absent from the patient-matched blood (Figure 5B; Supplementary Figure 7, available online**)**. In summary, this suggested a strong potential of DAB2, MMP14, and SPP1 promoters to improve the specificity in the context of HSC gene therapy.

**Figure 4.**
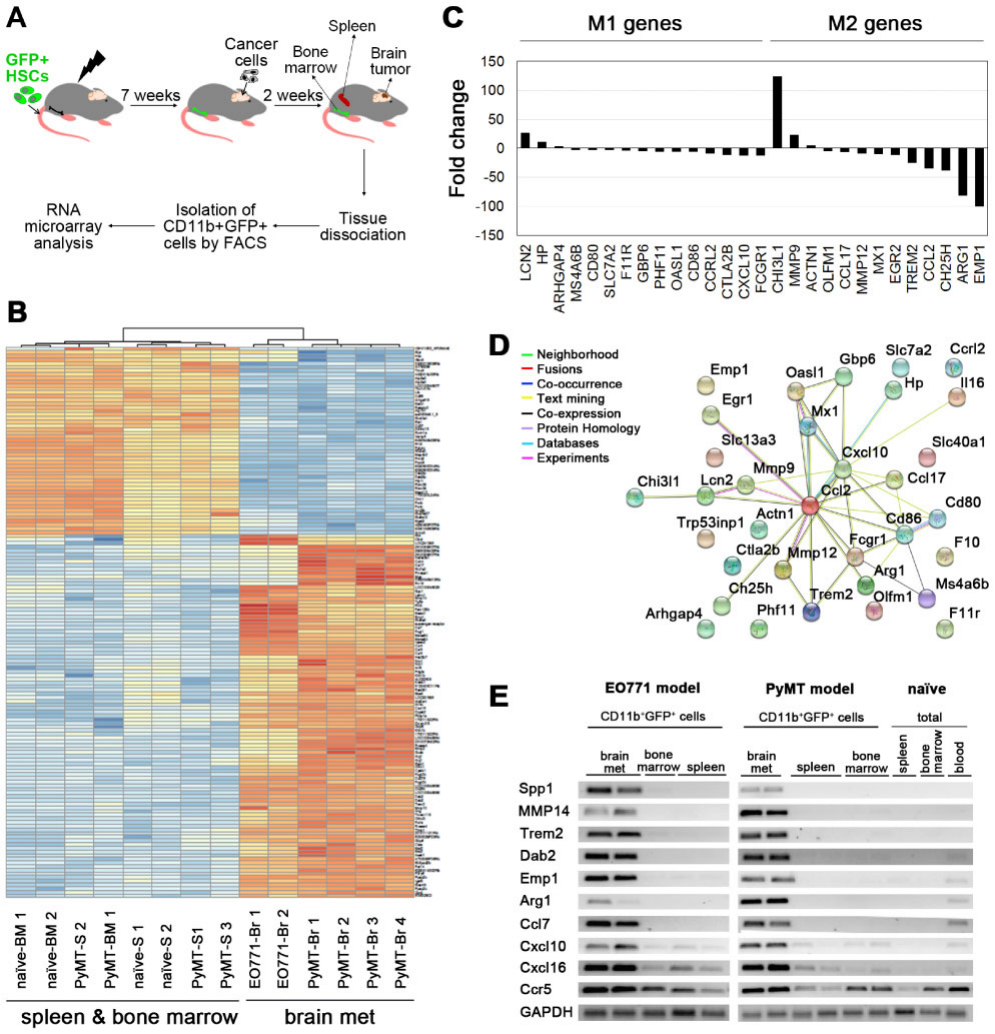
Identification of genes specific for brain metastases-infiltrating myeloid cells. **A)** Tumors in the brain were generated by intracranial implantation of cancer cells (untagged) into chimeric mice with green fluorescent protein (GFP)-tagged bone marrow (derived from Ubiquitin C [UBC]: GFP mice). CD11b+GFP+ cells were isolated from the brain tumors, spleens, and the bone marrow and subjected to RNA microarray analysis. Spleens and bone marrow isolated from naïve mice were used instead of those isolated from EO771 brain metastases (BrM)-bearing mice. **B)** A heat map of the top 150 probes differentially expressed between bone marrow-derived myeloid cells (CD11b+GFP+) isolated from BrM (Br) and myeloid cells isolated from the spleen (S) bone marrow (BM); n = 4 for PyMT BrM and the spleens; n = 1 for the PyMT bone marrow; n = 2 for EO771 BrM, naïve spleens, and naïve bone marrow. **C)** Differential expression of macrophage polarization–associated genes between BrM- and the spleen/bone marrow–derived myeloid cells. **D)** Functional protein interaction network of 33 murine macrophage polarization-associated genes, as identified using Search Tool for the Retrieval of Interacting Genes (STRING) (33). Individual nodes represent genes connected by color-coded lines of interaction according to software predictions (confidence score set to 0.4). **E)** Expression of top 10 genes upregulated in myeloid cells within brain metastases was validated by semiquantitative polymerase chain reaction. GADPH was used as a control. Representative DNA gels are shown. The quantification of the data is shown in Supplementary Figure S4B (available online). HSC = hematopoietic stem cell.

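BrM arrays formed a group of their own. Average-linkage clustering of all probes into 2 groups separated the 6 BrM from the 8 spleen and bone marrow arrays. Of the 150 probes with the smallest p 79 were higher and 71 lower in BrM, and 134 carried a gene name. Ch25h and Ccl12 are among the higher ones. The largest falls of the whole comparison included Fcnb, a neutrophil lectin, with a difference of -5.86 (SE 0.49, adjusted p = 7.56e-07 from limma, 6 of 6 BrM arrays below all others). They also included the granule proteins Ltf (-6.98, SE 0.69), Mpo (-6.48, SE 0.75) and Pglyrp1 (-6.11, SE 0.50), the integrins Itgb2l (-6.80, SE 0.61) and Itgad (-6.73, SE 0.75), and Fcmr, the receptor of IgM (63.8-fold lower). The first principal component held 30.4% of the variance over all probes and 94.4% over the 150. Since the 150 were chosen for their difference between BrM and the rest, that share and their clustering into the same 2 groups follow from the choice.

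The second component over all probes held 17.4%. In 3 groups, the clustering over all probes set PyMT spleen 2 with the 3 bone marrow arrays, and in 4 groups the 2 EO771 BrM stood apart from the 4 PyMT BrM. Clustering of the 150 probes in 3 groups also set the EO771 BrM apart. The mean correlation across probes of an array with the others of its condition was 0.953 to 0.958 for PyMT BrM and 0.968 for EO771 BrM. It was 0.905 for PyMT spleen 2, 0.925 for PyMT spleen 1 and 0.923 for PyMT spleen 3. These correlations run across probes, which are not independent replicates, and 3 arrays of PyMT spleens were used here.

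**Figure D4:**
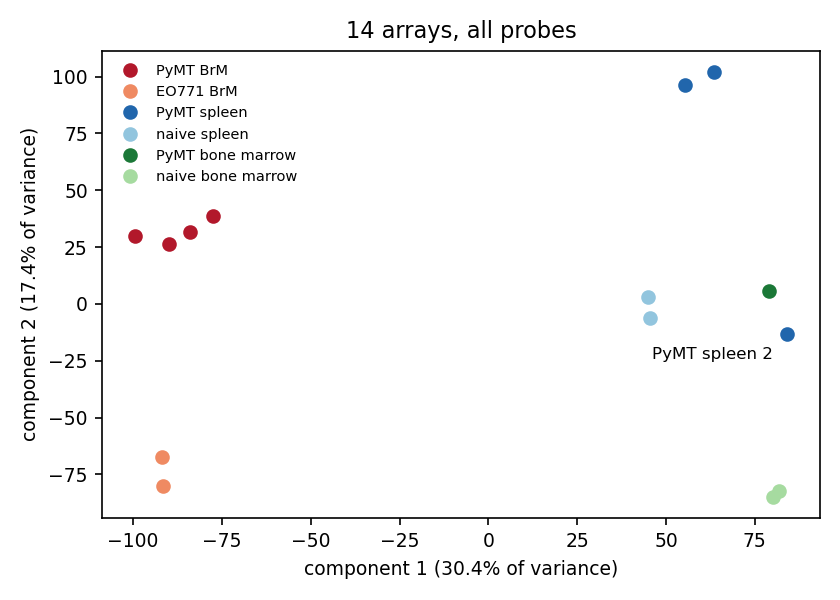
Scores of the 14 arrays on the first (x axis, 30.4% of the variance) and second principal component (y axis, 17.4%) of all probes, 1 point per array, with marks by condition. The 6 BrM arrays lie on 1 side of the first component, and PyMT spleen 2 lies apart from the other PyMT spleens on the second.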

**Figure 5.**
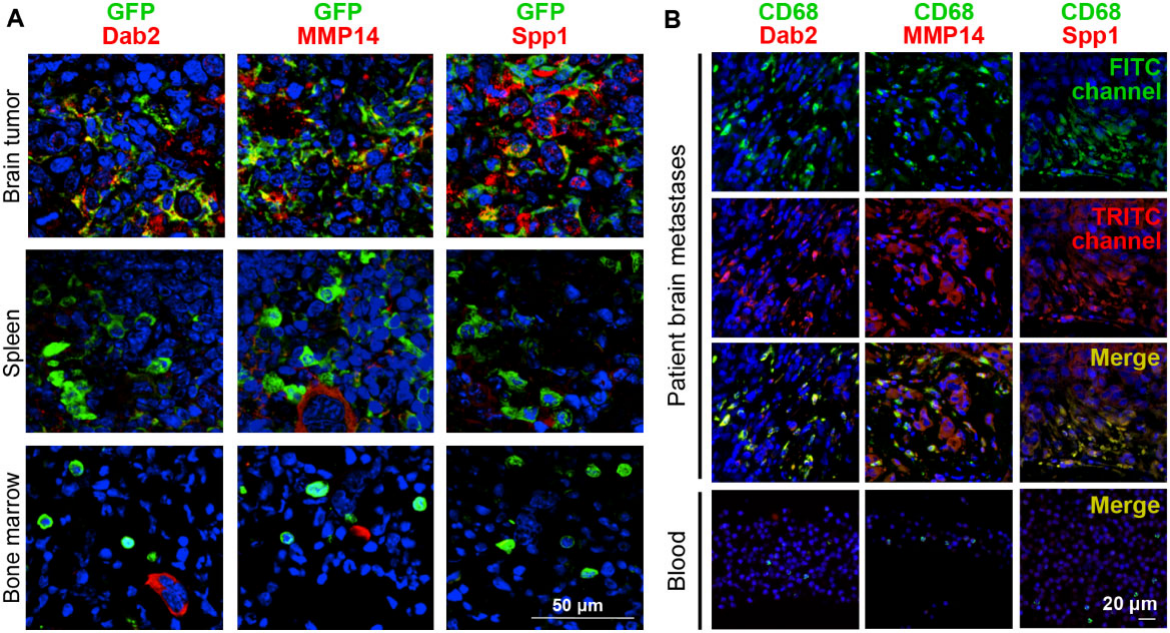
Validation of expression of genes specific for brain metastases (BrM)-infiltrating myeloid cells in preclinical models and clinical specimens. **A)** The activity of gene promoters in the progeny of pFUGW-transduced hematopoietic stem cells was assessed in BrM, the spleen, and bone marrow of EO771 tumor-bearing mice (intracranial implantation model) with chimeric green fluorescent protein (GFP)+ bone marrow by performing immunofluorescence staining for the respective proteins and GFP (n = 3). Colocalization of DAB2, MMP14, and SPP1, respectively, with GFP is shown in merge images. Nuclei are stained with DAPI. Scale bars = 50 µm. **B)** Human BrM tissue and donor-matched blood were costained for the macrophage marker CD68 and for DAB2, MMP14, and SPP1, respectively (n = 4). Three further brain metastases specimens with donor-matched blood samples are shown in Supplementary Figure S6 (available online). Nuclei are stained with DAPI. Scale bars = 20 µm.

### Validation of BrM-Specific Myeloid Promoter Constructs in Preclinical Models

Respective fragments of MMP14, SPP1 (two lengths), and DAB2 promoters were cloned into lentiviral vectors upstream of GFP (Figure 6A). HSCs transduced with these vectors were transplanted into lethally irradiated mice, followed by generation of intracranial EO771 tumors (Figure 6B). As expected, UBC promoter–driven GFP expression could be detected in CD45+ cells in all tissues without a tissue-specific pattern. By contrast, MMP14 and SPP1 promoters displayed statistically significantly higher GFP mean fluorescence intensity (MFI; a measure of promoter strength; see Supplementary Table 2, available online for *P* values) in CD45+ cells infiltrating BrM as compared with other tissues (Figure 6, C and D). Promoter strength (GFP MFI) was higher for the MMP14 promoter construct. To account for differences in the viral copy number (VCN) between different promoter constructs and tissues, we normalized MFI to VCN (MFI/VCN). As expected, VCN was higher in the bone marrow and spleen as compared with the brain tumors, whereas MFI/VCN was highest in the brain tumors. This confirmed an increased activity of MMP14 and SPP1 promoters in BrM-infiltrating vs spleen/bone marrow-infiltrating HSC progeny. In line with the MFI analysis, the MFI:VCN ratio was also the highest for the MMP14 promoter (Supplementary Figure 8A, available online). With the exception of the lungs, the percentage of GFP+ cells was higher in BrM than in other tissues for MMP14 and SPP1 promoter-reporter constructs (Figure 6D; Supplementary Table 1, available online). Based on these data, we focused on the MMP14 promoter.

**Figure 6.**
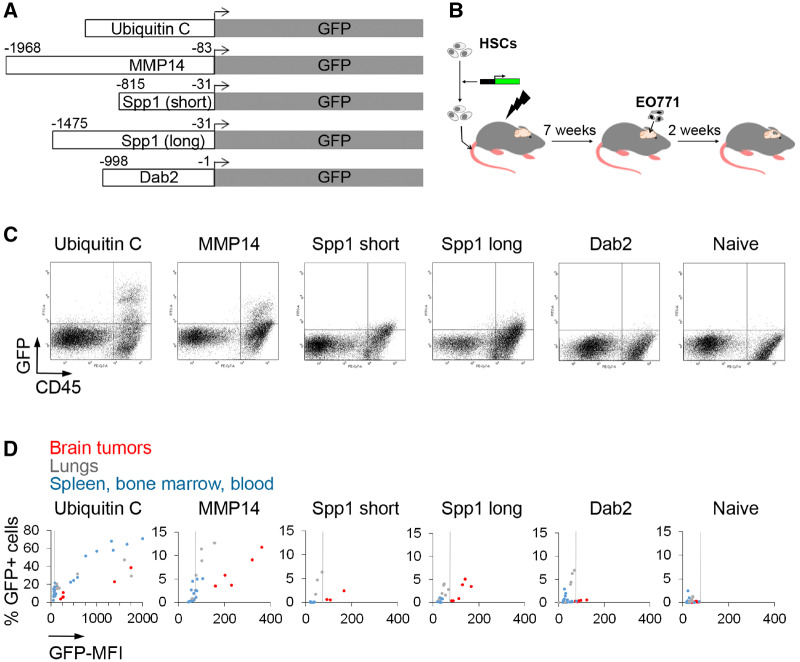
Validation of promoter constructs in preclinical models. **A)** Scheme of promoter-reporter constructs used for in vivo validation. The beginning and end of promoter fragments in relation to the transcriptional start site are indicated. **B)** Murine hematopoietic stem cells transduced with respective lentiviral promoter-reporter constructs (MOI 20) were transplanted into recipient mice, and tumors were generated by intracranial implantation of untagged EO771 cells. **C)** Representative flow cytometry dot plots showing green fluorescent protein (GFP) expression downstream of individual promoter constructs in EO771 brain metastases-infiltrating hematopoietic cells (n = 5). **D)** Percentage of GFP+ hematopoietic cells displayed against the GFP mean fluorescence intensity. Dots represent individual brain tumors, the lungs, and spleen/bone marrow/blood samples. The vertical line marks the background of GFP expression based on tissues isolated from the naïve mice (right). Individual values and statistical analysis are provided in Supplementary Tables 1 and 2 (available online) (n = 5).

Using mice that have received GFP+ HSCs from UBC: GFP transgenic mice, the expression of MMP14 in GFP+ cells in the brain was further analyzed by using immunofluorescence. GFP+ cells within normal brain were mainly located at the choroid plexus and ventricle walls, with lower numbers found within the brain parenchyma, cortex, cerebellum, and at the brain surface **(**Supplementary Figure 9, available online). In contrast to strong MMP14 expression in tumor-infiltrating GFP+ cells, GFP+ cells within normal brain were MMP14-negative (Supplementary Figure 9, available online). In line with this, analysis of previously published gene-expression data (25,27,28) revealed a statistically significantly higher expression of *Mmp14* in HSC-derived tumor-infiltrating macrophages vs HSC-derived normal brain-engrafting microglia-like cells (Supplementary Figure 8B, available online). In summary, this demonstrated an increased specificity of MMP14 expression in tumor-infiltrating hematopoietic cells.

Notably, CD45+ cells infiltrating BrM in a spontaneous melanoma model (21) also expressed MMP14 (Supplementary Figure 6B, available online), confirming that the MMP14 promoter is also active in BrM-infiltrating hematopoietic cells in a more physiological model and in the absence of irradiation.

### TRAIL Gene Therapy Delivered under the MMP14 Promoter

Delivery of proapoptotic molecule TRAIL (9) was chosen as a proof of principle of the therapeutic applicability of our approach. After confirming the expression of the TRAIL construct under the UBC promoter (Figure 7A) and the sensitivity of PyMT cancer cells to the TRAIL in vitro (Figure 7, B and C), the TRAIL was placed under the MMP14 promoter fragment in a lentiviral vector and was used for in vivo efficacy study in the intracranial PyMT model (Figure 7D). Survival analysis revealed a statistically significantly prolonged survival of mice following TRAIL delivery in HSCs (mean [SD] = 19 [3.4] vs 15 [2.0] days for MMP14: TRAIL vs MMP14: GFP; two-sided *P* = .006) (Figure 7E), together with increased *Tnsf10* (TRAIL gene) expression in brain tumors as determined by qPCR (Figure 7F). In summary, our data establish a new platform for the delivery of therapeutic genes to BrM.

**Figure 7.**
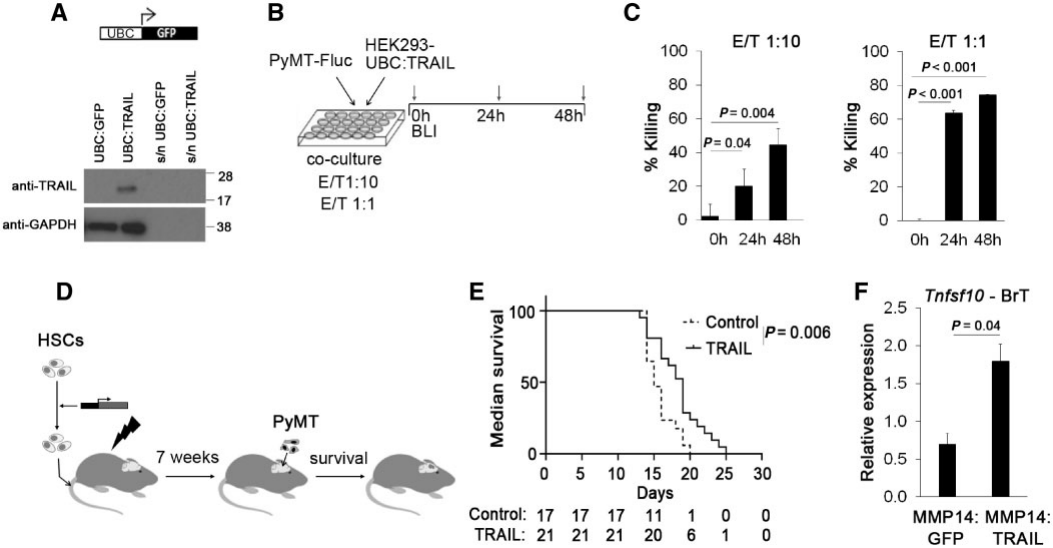
Delivery of lentiviral hematopoietic stem cell (HSC) therapy under the control of the MMP14 promoter fragment. **A)** Detection of murine tumor necrosis factor–related apoptosis-inducing ligand (TRAIL) in cell lysate and cell culture supernatant (s/n) of HEK293 cells transduced with Ubiquitin C (UBC): TRAIL construct. **B)** Schematic of experiment to confirm the sensitivity of PyMT cells to TRAIL in vitro. HEK293 UBC: TRAIL cells (effector cells; E) were cocultured with PyMT-Fluc cancer cells (target cells; T) at two different effector/target (E/T) ratios as indicated, and bioluminescence signal intensity (corresponding to the live PyMT cells) quantified after 24 and 48 hours. **C)** Percentage dead PyMT-Fluc cells (% killing) when cocultured with HEK293 UBC: TRAIL cells as quantified by bioluminescence imaging. Bioluminescence signals obtained in coculture of PyMT-Fluc cells with HEK293 UBC: TRAIL cells were normalized to the bioluminescence signals obtained in coculture with HEK293 UBC: green fluorescent protein (GFP) cells (n = 3; 2 independent experiments). Statistical analysis was performed using a two-tailed *t* test; *P* = .04 for 0 vs 24 and 48 hours at E/T 1: 10; *P* < .001 for 0 vs 24 and 48 hours at E/T 1: 1. **D)** Schematic of the survival experiment: HSCs were lentivirally transduced with MMP14: GFP or MMP14: TRAIL constructs, and injected into lethally irradiated mice. Following bone marrow reconstitution, PyMT cells were injected intracranially, and survival of the animals was monitored. **E)** Survival of mice reconstituted with lentivirally transduced MMP14: TRAIL HSCs compared with mice reconstituted with lentivirally transduced MMP14: GFP HSCs (19±3.4 vs 15±2.0 days, *P* = .006, two-sided log-rank test, n = 17/21 for MMP14: GFP/MMP14: TRAIL group, pooled data from two independent experiments). **F)** *Tnfsf10* (murine TRAIL gene) expression in brain tumor (BrT) tissue was detected by quantitative polymerase chain reaction. *Tnfsf10* Ct values were normalized to *Gapdh* Ct values using comparative Ct method (1.80 ± 0.23 vs 0.70 ± 0.14 for MMP14: TRAIL/MMP14: GFP group, *P* = .04, two-tailed *t* test, n = 7 per group).

## Discussion

In this study, we developed a strategy for the delivery of therapeutic genes to BrM within the HSC progeny, using gene promoters specific for tumor-infiltrating myeloid cells. The latter were identified as the optimal cellular vehicles because of their high presence in BrM, their uniform distribution within tumors, and predominant homing to the tumor rather than healthy brain. Moreover, this strategy is expected to circumvent the BBB, control micrometastases, and enable a simultaneous targeting of multifocal BrM that pose a challenge for surgical removal. Use of myeloid cell–specific promoters is expected to limit the delivery of gene therapy mainly to tumors and thereby minimize systemic side effects. Whereas a similar approach using the Tie2-promoter has been previously used to deliver therapy to glioma in Tie2-expressing monocytes (40), here, we chose to focus on the most abundant hematopoietic cell population in BrM. In summary, our study establishes a novel approach for targeting of BrM with HSC gene therapy.

Lentiviral gene transfer demonstrated an excellent safety record (41,42), with promising results in patients (11–15). We demonstrated a strong potential for the clinical translation of HSC gene therapy for BrM by demonstrating the BrM-homing capacity of hHSCs, the abundant infiltration of myeloid cells, and the activity of identified myeloid promoters in human BrM. Because MMP14 is upregulated in brain-infiltrating macrophages in Alzheimer disease, multiple sclerosis, and stroke (43), this promoter could be also used for gene therapy in noncancerous brain disorders accompanied by strong myeloid cell infiltration (14,44–49). Moreover, our approach has the potential for simultaneous targeting of multiorgan metastases.

Several preclinical models were used in this study to address the key clinically relevant features of BrM, including the context of an intact immune system (syngeneic models), validation of human HSCs (humanized NSG mice), and analysis of macrometastases (intracranial model) and micrometastases (carotid artery model). Because approximately 15–60% of BrM remain undiagnosed (50,51), micrometastases in the brain may be quite common. Established BrM have also been shown to invade surrounding tissue (52,53). Thus, targeting of dormant micrometastases and those remaining after surgical removal (54,55) represents an unmet clinical need that could be addressed with our strategy.

In the present proof-of-principle study we used the MMP14 promoter. However, our study has several limitations. First, the initial differential gene-expression analysis was limited to the comparison of myeloid cells between brain tumors, bone marrow, and the spleen. Although we subsequently analyzed additional tissues, several tissues containing mature macrophages (ie, gut, liver, and fat) were not investigated because of technical limitations, and thus a possibility remains that our promoters are active in these tissues. Second, we reasoned that assessing the promoter strength at the protein level (flow cytometry) is superior, as proteins/peptides rather than mRNA represent effector molecules in therapeutic applications. However, use of an additional method (ie, qPCR quantification of transgene expression) would strengthen our findings. Third, we used whole-body irradiation before HSC transplantation. With clinical translation in mind, it will be important to determine in the future which HSC transplantation approach (ie, busulfan or treosulfan [29]) results in the highest engraftment of HSC progeny within tumors while minimizing engraftment within the healthy brain and other organs.

## Funding

The research leading to these results has received funding from the California Breast Cancer Research Program Innovative Developmental and Exploratory Award (IDEA) (to ML), the European Community’s Seventh Framework Programme (FP7/2007–2013) under grant agreement no. 294004 (to ML), Yorkshire Cancer Research award (to ML), the Brain Tumour Research and Support across Yorkshire award (to ML), CRUK Centre Leeds funding (to ML), the Biomedical and Health Research Centre award (to ML), and RO1CA121118 from the National Cancer Institute (to SLH). TA was supported by the Brain Tumour Charity; JW by Brain Tumour Research and Support across Yorkshire; and DT by Yorkshire Cancer Research. Tissue collection was partially supported by the PPR Foundation.

## Notes

The study funders had no role in the design of the study; the collection, analysis, or interpretation of the data; the writing of the article; or the decision to submit the article for publication. All authors declare no potential conflicts of interests.

We thank the cancer patients who donated their tissue. We thank Prof. Susan Short and the neuro-oncology multidisciplinary research team at the Leeds General Infirmary and St. James’s University Hospital in Leeds for help with tissue collection.

## Supplementary Material

djz181_Supplementary_Data Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

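GFP+CD11b+ myeloid cells sorted from BrM, spleens and bone marrow of mice were profiled on 14 Illumina MouseWG-6 v2 arrays, 4 of PyMT BrM, 3 of PyMT spleens, 1 of PyMT bone marrow, 2 of EO771 BrM, 2 of naïve spleens and 2 of naïve bone marrow. The mice were 14 weeks old, with 2 weeks of tumor growth where they carried tumors. The log2 values, as deposited, were background-corrected and quantile normalized by the authors, who name GenomeStudio 2011.1 and limma, without a version. The method of background correction is not stated in the text or the sample descriptions read here. Each array had 80 values below 0. No detection filter was applied and no detection p-values were used here, so differences between dim probes rest on signal near the background. The base of the logarithm was read from the range of the values and set against the folds drawn in Fig. 4C.

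Of the 45281 probes, 34885 carried 1 gene symbol in the annotation used here, 18 several and 10378 (22.9%) none. The symbols covered 19057 genes, of which 9172 had more than 1 probe. Some genes are not reported here.

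All computations used R 4.3.3 and limma 3.58.1, with lmFit and eBayes and without a mean-variance trend. Tests were two-sided, with Benjamini-Hochberg adjustment over all 45281 probes and calls at an adjusted p under 0.01. The pooled comparison set 6 BrM against 8 spleen and bone marrow arrays. A fit of 4 groups gave the PyMT comparison, the EO771 comparison and the test of their difference. A fit of 6 conditions gave spleen against bone marrow, PyMT BrM against EO771 BrM and PyMT spleen against naïve spleen. Probes over 10-fold or over 100-fold higher were called probes with a log2 difference of group means beyond that fold. Standard errors are limma's moderated ones. The fits were tested on simulated data of the same layout with 50 changed probes per size and direction. At log2 changes of 1, 2 and 4, limma recovered 30%, 84% and 100% in the pooled comparison, 16%, 64% and 98% in the PyMT comparison and 2%, 52% and 94% in the EO771 comparison. For the difference between the models these were 0%, 18% and 76%. Wrong calls on unchanged probes were 0 in the pooled, EO771 and interaction comparisons and 4 in the PyMT comparison.

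A set of 34 gene lists covered polarization, chemokines and their receptors, metalloproteinases, markers of macrophages, neutrophils, monocytes, microglia, dendritic, T, B and NK cells, red cells, platelets, epithelial, brain, endothelial and fibroblast cells, MHC class II, the cell cycle, hypoxia, interferon, lipid-associated macrophages, lysosomes, complement, angiogenesis, checkpoints, death ligands, dissociation stress, the sort and reference genes. Of these, 3 were read from Fig. 4C and 4E and were counted without a set test, and 31 were tested as sets with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. The lists, the comparisons, the alternatives other than the 9 added later, the counts over other splits of the arrays and the rule for naming genes were set before the data were examined. The rule takes every gene the paper names in its text or in Fig. 4C to 4E. It also takes the 10 largest rises and 10 largest falls among called probes whose arrays do not overlap between the groups. Further genes are the 2 largest rises and falls among the called members of each list. The last are the 5 largest called probes in each direction of the other comparisons. Values read from the paper's figures had been seen by then. Listed genes without a probe of their symbol here were not used here.

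The alternatives were other normalizations, a filter on dim probes, other variance models, the t-test of the methods, blocks by mouse set, mouse code or title number, equal weight for 6 conditions, comparison with spleen or bone marrow only, other samples in the fits, averaging the naïve bone marrow arrays, all probes of a gene averaged, a ratio of linear means, another threshold and leaving out each array in turn. Added after the data were seen were combinations of the 6-condition or block design with a variance model or filter, weighting by arrays, the mean of both model comparisons, centring on the reference genes, a count by fold alone, and the 3 BrM and 3 spleens of the pairs fitted without pairing. For the pooled counts, 100 of the 3003 possible splits of the arrays into 6 and 8 were drawn with seed 7. Positions of genes are those of the GRCm38 annotation. Of the experiments in the paper, flow cytometry, PCR, staining and survival are not analysed here.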

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

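The tests of the position and cell cycle score of PyMT spleen 2, of the marker scores, of centring on the reference genes and of the core microglia genes were chosen only after the result was seen.

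PyMT spleen 2 lay with the bone marrow arrays. On the axis from naïve spleen (0) to naïve bone marrow (1) over all probes it had a position of 0.821, while the other PyMT spleens had 0.155 and 0.175. A swap with the PyMT bone marrow array is argued against by that array's own position of 0.732, which lies with the bone marrow. A single wrong label may account for the array, and so could precursor cells in the spleen of a tumor-bearing mouse. The position of 0.821, within the bone marrow arrays (0.732 to 1.01), raised the question and so cannot test a wrong label. The cell cycle score of PyMT spleen 2 was 8.22, 0.44 above the higher of the other PyMT spleens (7.07 and 7.78) and next to the 3 bone marrow arrays (8.24 to 8.27), although a score nearer the spleens was set as the mark of precursor cells, and from this 1 array these explanations cannot be told apart.

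Of 24 macrophage markers 10 were higher and of 30 neutrophil markers 27 were lower in BrM, with camera set tests that do not hold at 0.01 with an estimated correlation. Fry gave adjusted p = 2.99e-06 and 8.24e-07, but also 1.75e-04 for the reference genes. A lower share of neutrophils alone would raise the markers of every other cell type alike, but the macrophage score minus the dendritic cell score was higher in BrM by 1.77 (SD 0.372 in 6 BrM and 0.451 in 8 other arrays, higher in 6 of 6, exact permutation p = 3.33e-04, the smallest that 3003 splits allow, adjusted p = 6.66e-04 over 8 cell types). Against T, B, NK and erythroid scores the difference was 2.48, 3.87, 1.98 (exact p = 3.33e-04 each) and 4.18 (exact p = 9.99e-04), against platelets 2.58 (exact p = 0.0157), monocytes 1.02 (exact p = 0.0260) and MHC class II 1.19 (exact p = 0.0539). The reference genes were on average 0.22 higher in BrM, so centring on them lowers the differences of BrM from the other arrays. Under it 7 of the 10 macrophage markers stayed higher and 1 other was lower, which argues against scaling between arrays for those 7 alone. All 27 neutrophil markers stayed lower, with 28 in all. A shift that lowers BrM favours these neutrophil calls, so they cannot test scaling. Open are a larger share of macrophages in BrM and a change within macrophages, which the CD11b gate cannot separate because neutrophils carry CD11b too.

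Of 11 microglia markers 5 were higher in BrM, with a camera set test that does not hold at 0.01 with an estimated correlation (adjusted p = 0.0265). Fry, which also called the reference genes, gave adjusted p = 1.98e-07. Resident microglia among the sorted cells are a candidate source. Of 7 core microglia genes (6 of them above the median probe of 4.06 in some array), 1 was higher in BrM, Tmem119 (4.96, adjusted p = 8.76e-09, up to 10.6 on the log2 scale). The others were P2ry12 (0.40, up to 6.33), Sall1 (0.54), Siglech (-0.91, also in the dendritic cell list), Gpr34 (1.75, up to 8.84), P2ry13 (0.39, up to 11.4) and Slc2a5 (0.05), none of them called. Microglia of the host carry no GFP, so the GFP+CD11b+ gate would remove them, and expression of Tmem119 by cells from the bone marrow is the biological alternative, which was not tested. With 1 of 7 genes higher these explanations cannot be told apart.

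Slc40a1, the iron exporter, stood out in 1 BrM array, EO771 BrM 1, with a log2 signal of 10.1 where the other 5 had 7.88 to 8.51 (gap over range 0.717). It was 1 such case in 88 groups of 44 genes, and chance marks about 1 in 20 groups. The difference of BrM from spleen and bone marrow differed between the models for 59 probes (18 more positive in PyMT, 41 more negative), with 4028 at an unadjusted p under 0.05. The main text and figures read here do not report spleen against bone marrow, where limma called 2 probes and 7314 passed at an unadjusted p under 0.05, nor PyMT against EO771 BrM with 719 probes (9247 unadjusted), PyMT against naïve spleen with 52 probes (8799 unadjusted), or the 209 probes over 10-fold lower in BrM. With 1 array left out, the count between the models ran from 2 to 51, that of PyMT against EO771 BrM from 35 to 1630 and that of PyMT against naïve spleen from 0 to 166, and without PyMT spleen 2 the count of spleen against bone marrow was 2846, while averaging naïve bone marrow 1 and 2, whose codes share a stem, gave 24 between the models, 0 for spleen against bone marrow, 404 for PyMT against EO771 BrM and 0 for PyMT against naïve spleen.

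Chance as the source of the pooled counts is excluded by the splits, since the real 3132, 118 and 9 were each reached in 1 of 100 splits, the real one, and the highest of the others was 0. The PyMT count of 2167 was reached in 1 of 35 splits of the PyMT arrays, with 0 as the highest other. For spleen against bone marrow 3 of 24 splits gave at least the real 2, with 43 as the highest other, so chance is not excluded there. The split with 43 set PyMT spleen 1 and the 2 naïve spleens against the rest, which points to a structure of the arrays.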

How the results depend on the processing

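The settings named as added were chosen only after the result was seen. The pooled count of 3132 stayed within 1.5 times under the variance models (3409 and 3410), the mouse-set block (3909), 6 equally weighted conditions (4613), the random mouse-code block (3200), the adjusted t-test of the methods (2854), the brighter probes (above the median mean signal, 3967), averaged naïve bone marrow (2645) and bone marrow alone as control (3450). Quantile, median or 75th-percentile scaling moves nothing in values that already share 1 distribution and says nothing about stability. Centring on the reference genes (added) gave 3211, of which 989 were higher and 2222 lower against 1719 and 1413, with a shift of -0.23 in the median of all probes. For the following counts the cause was not tested, apart from the fewer arrays or the wider threshold where these are named. The pooled count was 10295 at an unadjusted p under 0.05 by the t-test, 1998 with a block by title number, 1812 against spleen only and 5539 at an adjusted p under 0.05, and among added settings 5568 (6 conditions with trend), 5600 (with trend and robust fit), 5820 (brighter probes) and 4981 (weighted by arrays). The PyMT count of 2167 was 113 within 3 pairs of BrM and spleen (214 from the same 6 arrays unpaired, added), 1225 from the 8 PyMT arrays alone and 4905 at 0.05. The EO771 count of 1413 was 739 from its 6 arrays alone, 990 with averaged naïve bone marrow and 3016 at 0.05. The count of probes that differ between the models (59) was 95 with trend and robust fit, 24 with averaged bone marrow and 155 at 0.05. Spleen against bone marrow (2) gave 6 with trend, 7 with trend and robust fit, 0 with averaged bone marrow and 44 at 0.05. PyMT against EO771 BrM (719) gave 1421, 1477, 404 and 2727 in the same order. PyMT against naïve spleen (52) gave 250, 323, 0 and 1174, and 22 with centring on the reference genes (added). With 1 array left out the ranges were 2327 to 3128 (pooled), 110 to 124 (over 10-fold), 9 to 11 (over 100-fold), 1332 to 2076 (PyMT, lowest without PyMT BrM 1), 421 to 1484 (EO771, 421 without EO771 BrM 1), 2 to 51 (between models, 2 without EO771 BrM 1), 53 to 72 (over 10-fold in both), 0 to 2846 (spleen against bone marrow, 2846 without PyMT spleen 2), 35 to 1630 (PyMT against EO771 BrM, 35 without EO771 BrM 1 and 1630 without PyMT spleen 2) and 0 to 166 (PyMT against naïve spleen, 166 without PyMT spleen 2). By fold alone (added), 121 probes were over 10-fold higher. Spleen against bone marrow had no value without the PyMT bone marrow array, and a lone array is assumed to vary like the other groups. Of 121 named genes, 87 were called, 61 of them under each of 36 settings. Over 4348 pairs of gene and setting, 4007 kept direction and side, 197 lost and 113 gained a call, 0 turned a called direction and 31 changed sign with neither value called. The quantile, median and 75th-percentile scalings are among the 36 settings and kept 121 of 121 genes each. They raise the number of kept pairs without testing stability. Of 2380 list counts under other settings, 297 moved. Arrays were not treated as paired, since deviations of BrM and spleen of the same mouse code correlated across probes with r of -0.0443, -0.00479 and -0.0214, and the consensus correlation within mouse code was 0.110. Signal over background limits dim probes.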

Differences from the paper's values

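The settings named as added were chosen after seeing the values. The paper's count of probes that differ between BrM and spleen and bone marrow at a false discovery rate under 1% is 5972, and the count here at an adjusted p under 0.01 is 3132. Of the alternatives set before the data were examined, the count lay within 1.5 times of the paper's with 6 equally weighted conditions (4613), and at an adjusted p under 0.05 (5539), which is not the paper's threshold. It did not with the mouse-set block (3909), the brighter probes alone (3967), the variance models (3409 and 3410), the adjusted t-test (2854) or the unadjusted t-test (10295, not the paper's threshold), the blocks by mouse code (3200) and title number (1998), averaged naïve bone marrow (2645), spleen alone (1812) or bone marrow alone (3450), the scalings that move nothing, or with any array left out (2327 to 3128). Settings added after seeing the values gave 5568 and 5600 (6 equally weighted conditions with a trend, without and with a robust fit), 5820 (the same conditions on the brighter probes), 4981 (6 conditions weighted by arrays), 4344 (mouse-set block with trend and robust fit) and 4056 (mean of both model comparisons). Of the 31 genes of Fig. 4C and 4E with a probe here, 25 were called in the comparison reported here, 29 with the 6 equally weighted conditions with or without a trend or robust fit, with weighting by arrays and with the mean of both models, and 28 with the mouse-set block with trend and robust fit, which leave out 2, 2, 2 and 3 of the paper's genes. On the brighter probes with 6 conditions, 29 of 30 were called and 1 was left out.

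Of 16 folds read by eye from Fig. 4C, 15 lay within 10% of the value here with 6 equally weighted conditions (median ratio 1.03, largest 4.26) and 5 in the comparison reported here (median ratio 1.19, largest 2.97). On these folds and on the count of differing probes the equally weighted conditions lie nearer the paper. The paper's count of probes over 10-fold higher lies nearer the 118 of the comparison reported here than the 132 with equal weights. The count over 100-fold higher was 9 in both, as in the paper. With equal weights the fold of Cxcl10 alone lay outside 10% (51.1 against 12 in the figure).

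The paper's methods and the legend of Fig. 4 give 4 spleens of PyMT BrM-bearing mice, and 3 arrays were used here. Fig. 4C shows Ms4a6b, Gbp6, Oasl1, Cd86, Mmp12 and Mx1 among the genes that differ, and by its brightest probe none of these 6 was called here. Ms4a6b, Mmp12 and Mx1 were called with the mouse-set block (adjusted p = 0.00162, 0.00109 and 0.00424), and these and Oasl1 with 6 equally weighted conditions (adjusted p = 1.93e-04, 6.07e-05, 1.41e-05 and 3.75e-05). Mmp12 was also called with a variance trend (0.00916), on the brighter probes (0.00743), against bone marrow alone (0.00693) and when PyMT BrM 3, naïve spleen 1 or naïve spleen 2 was left out. Cd86 was called against bone marrow alone (2.93e-05) and by the dimmest of its 3 probes in the comparison reported here (7.08e-04, against 0.237 and 0.264 by the brighter ones), and Gbp6 under none of the settings run. At an adjusted p under 0.05, which is not the paper's threshold, Mmp12 (0.0128) and Mx1 (0.0357) would be called. In the added settings Ms4a6b, Mmp12 and Mx1 were called with 6 conditions, with both models averaged and with the block, and Oasl1 with all of these but the block.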

Other observations

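No test in this part was chosen only after the result was seen. Of 27 lysosomal genes 12 were higher in BrM and none was lower (15 higher and 1 lower when adjusted over the list alone), among them the proteases Lgmn (2.98, SE 0.48, adjusted p = 4.70e-04 from limma) and Ctsl (2.57, SE 0.27, adjusted p = 9.48e-06). Of 20 genes of angiogenesis and matrix remodelling 9 were higher (11 when adjusted over the list alone, and 5 against bone marrow only). Thbs1, which encodes thrombospondin, had 4.14 (SE 0.64) and the growth factor Pdgfa 3.68 (SE 0.31). Thbs1 was not called by limma against bone marrow only (adjusted p = 0.0260). Of 16 checkpoint and suppressive genes 6 were higher (8 when adjusted over the list alone), with Cd276 at 4.27 (SE 0.24, adjusted p = 1.50e-08), but 3 against spleen only and without PyMT BrM 1 or 4, EO771 BrM 2, the PyMT bone marrow or either naïve bone marrow array. Of 20 lipid-associated macrophage genes 4 were higher (6 when adjusted over the list alone), Trem2 and Ch25h among them. Among the 20 stress genes of tissue dissociation, the immediate-early gene Fosb had 4.62 (SE 0.49), the chaperone Hspa1a 3.72 (SE 0.57), Egr1 3.55 (SE 0.45) and Klf2 -1.94 (SE 0.44, no longer called without any of 10 arrays). Camera's adjusted p was 2.08e-09 for lysosomal, 2.05e-08 for angiogenesis, 3.31e-04 for checkpoint, and 6.19e-05 for lipid-associated genes. With an estimated correlation these were adjusted p = 0.0117, 4.58e-04, 0.0117 and 0.0212, so that the angiogenesis list alone of the 4 held at 0.01. Fry, which also called the reference genes, gave adjusted p = 6.28e-07, 1.71e-08, 6.18e-08 and 6.85e-07 for these lists. These groups moved in arrays in which 27 neutrophil markers were lower.

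Of 24 interferon-stimulated genes, 16 were higher in the EO771 comparison (20 when adjusted over the list alone, camera adjusted p = 3.74e-24, adjusted p = 0.0307 with an estimated correlation) and 3 in the PyMT comparison. For the difference between the models itself 4 were lower in PyMT (17 when adjusted over the list alone, camera adjusted p = 2.10e-26, adjusted p = 0.0762 with an estimated correlation), and in BrM 16 were lower in PyMT than in EO771 (19 when adjusted over the list alone, camera adjusted p = 2.55e-22, adjusted p = 0.288 with an estimated correlation). Rsad2, which encodes the antiviral protein viperin, and Oasl1 had differences between the models of -4.55 and -4.41. In the pooled comparison 4 were higher (8 when adjusted over the list alone, camera adjusted p = 1.11e-05, adjusted p = 0.316 with an estimated correlation), Bst2 (2.74, SE 0.41) and Ifit2 (2.72, SE 0.64, no longer called without any of 13 arrays) being the largest named, and 10 without PyMT BrM 1.

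Of 20 genes of hypoxia and glycolysis 5 were higher and 1 lower (7 and 1 when adjusted over the list alone), with P4ha1 at 1.76 (SE 0.20), the glucose transporters Slc2a1 at 1.40 (SE 0.20) and Slc2a3 at -4.25 (SE 0.33). The higher count was 2 without PyMT BrM 1, 2 or 4 or naïve spleen 1, and 3 without any of 5 others. Of 13 complement genes 3 were higher and 1 lower (5 and 1 when adjusted over the list alone), the lower one being Cd55 (-3.41, SE 0.24), and 0 were higher by limma without any of 7 arrays, and 1 without PyMT BrM 1, against 6 at an unadjusted p under 0.05 with all arrays. Of 9 death ligand and receptor genes 1 was higher (2 when adjusted over the list alone, and 2 without PyMT BrM 4), the caspase Casp8 (1.56, SE 0.21). Tnfsf10, which encodes the ligand TRAIL, had 0.95 (SE 0.45, adjusted p = 0.224), with 2.44 in EO771 (adjusted p = 0.00220) and 0.27 in PyMT, where the test between the models gave adjusted p = 0.137. Camera's adjusted p was 0.00778 for hypoxia, 0.154 for complement and 0.133 for death ligands, and adjusted p = 0.258, 0.296 and 0.272 with an estimated correlation. No member was called by limma or by the t-test of the methods among 10 MHC class II genes and among 26 cell cycle genes. None was called when adjusted over the list alone. At an unadjusted p under 0.05, 1 MHC class II gene was higher and 1 lower (camera adjusted p = 0.393, adjusted p = 0.772 with an estimated correlation). Of the cell cycle genes 0 were higher and 5 lower at that limit (camera adjusted p = 0.0883, adjusted p = 0.700 with an estimated correlation). Under other settings up to 8 cell cycle genes were called lower. Up to 1 MHC class II gene was called higher and 1 lower, the lower call being found against spleen only.

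Between PyMT and EO771 BrM, 264 probes were higher and 455 lower in PyMT. Among the largest were Mgp (6.22), Bgn (5.29), Col14a1 (4.59) and Tmem273 (4.32), and Rhox5 (-5.59), Ifit1bl1 (-5.41), Ly6c1 (-5.08), Scara3 (-4.81) and a probe of Ifit3 (-4.74). The count was 35 and 95 without EO771 BrM 1 and 2, 286, 288 and 450 without PyMT BrM 4, 2 and 3, 467 without either naïve spleen, 404 without either naïve bone marrow and 1630 without PyMT spleen 2. In the test between the models, Col14a1 (5.76), Mgp (5.67), Xist (4.79), Tmem273 (4.17) and Ccl17 (3.71) were the largest in the PyMT direction, and Eif2s3y (-5.91), Rhox5 (-5.67) and a probe of Dppa4 (-4.70) in the other. Between spleen and bone marrow the named gene was Eomes (2.34, SE 0.20, adjusted p = 0.00255), whose means all lay below the median signal of 4.06, with 3.44 in PyMT and 3.53 in naïve spleens, 2.28 in naïve bone marrow and 0.01 in the lone PyMT bone marrow array, on which much of the value rests. PyMT and naïve spleens differed in 13 probes higher and 39 lower in PyMT, the largest being Eif2s3y (3.09), 4930513O06Rik (2.72) and single probes of Epha5 (2.84), Kcnk9 (2.71) and Bicc1 (2.10), and single probes of Eif4a2 (-3.06), Clec4a3 (-2.94), Bbx (-2.85), Hspa8 (-2.80) and 4933434E20Rik (-2.75). The probes of Epha5, 4930513O06Rik, Kcnk9, Bicc1 and Dppa4 had means over all arrays below the same median. Model, tumor bearing, mouse set and the sex-linked genes Xist and Eif2s3y are not separated between the tumor models.

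In the pooled comparison the named genes are represented by their brightest probe, while the largest values of the other comparisons are those of the probe concerned, which is a dimmer one for Ifit3, Dppa4, Epha5, Kcnk9, Bicc1, Eif4a2, Clec4a3, Bbx, Hspa8 and 4933434E20Rik. Of 117 further probes, 38 of 27 genes differed from it in direction or call in the pooled comparison. A further probe was called and the brightest not for Adgre1, Cd86 and Hspa8, and the reverse held for Aldoc, Cd6, Cd80, Cdh1, Clec4a3, Cxcl10, Cxcr2, Dab2, Fn1, Gpnmb, Ifit2, Il16, Itgad, Krt8, Mbp, Mmp13, Mmp14, P4ha1, Slc13a3, Slc40a1, Slc7a2, Sparc, Trp53inp1 and 4933434E20Rik.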
